# A New Approach for the Study of Lung Smooth Muscle Phenotypes and Its Application in a Murine Model of Allergic Airway Inflammation

**DOI:** 10.1371/journal.pone.0074469

**Published:** 2013-09-09

**Authors:** Jesus Paez-Cortez, Ramaswamy Krishnan, Anneliese Arno, Linh Aven, Sumati Ram-Mohan, Kruti R. Patel, Jining Lu, Oliver D. King, Xingbin Ai, Alan Fine

## Abstract

Phenotypes of lung smooth muscle cells in health and disease are poorly characterized. This is due, in part, to a lack of methodologies that allow for the independent and direct isolation of bronchial smooth muscle cells (BSMCs) and vascular smooth muscle cells (VSMCs) from the lung. In this paper, we describe the development of a bi-fluorescent mouse that permits purification of these two cell populations by cell sorting. By subjecting this mouse to an acute allergen based-model of airway inflammation that exhibits many features of asthma, we utilized this tool to characterize the phenotype of so-called asthmatic BSMCs. First, we examined the biophysical properties of single BSMCs from allergen sensitized mice and found increases in basal tone and cell size that were sustained *ex vivo*. We then generated for the first time, a comprehensive characterization of the global gene expression changes in BSMCs isolated from the bi-fluorescent mice with allergic airway inflammation. Using statistical methods and pathway analysis, we identified a number of differentially expressed mRNAs in BSMCs from allergen sensitized mice that code for key candidate proteins underlying changes in matrix formation, contractility, and immune responses. Ultimately, this tool will provide direction and guidance for the logical development of new markers and approaches for studying human lung smooth muscle.

## Introduction

Despite their structural and functional importance in the airway and pulmonary vasculature, defining features for bronchial smooth muscle (BSM) and vascular smooth muscle (VSM) in developing, mature, and diseased lungs have been poorly characterized. These gaps in knowledge are largely due to the lack of methodologies that allow direct and high fidelity isolation of bronchial smooth muscle cells (BSMCs) and vascular smooth muscle cells (VSMCs). Due to the absence of such methodologies, our current understanding of the lung smooth muscle phenotype is primarily derived from the study of *in vitro* cultured and passaged cells, and from the morphological and histological study of lung tissue [1]–[4]. In view of the limitations of these approaches, the precise pathophysiological differences in global gene expression, cell size, and tone between normal and diseased smooth muscle cells remain unresolved [5]. Indeed, the shortcomings of mouse models of airway and pulmonary vascular disease are attributable, in part, to the limited tools available to purify and analyze lung smooth muscle populations. As a consequence, the development of meaningful approaches for isolation and comprehensive analysis of human lung smooth muscle cells has stagnated. From a clinical standpoint, this state-of-affairs is one of the key factors that underlie the lack of treatments aimed at reversing the pathological smooth muscle phenotypes characteristic of diseases such as asthma and pulmonary hypertension [6]–[8].

To further the study of lung smooth muscle phenotypes, we sought to develop a methodology that allows the selective and independent isolation of BSMCs or VSMCs from the lungs of control and diseased mice. To do this, we generated a bi-fluorescent transgenic mouse in which BSMCs singly express a green fluorescent protein (hrGFP) whereas VSMCs express both a green (hrGFP) and a red fluorescent protein (DsRed). From this mouse, cell populations that are highly enriched for BSMCs or VSMCs can be independently collected by cell sorting for further characterization. This methodology thus provides a tool to directly study smooth muscle cell populations in mouse models of lung disease.

As a proof-of-concept, we used this methodology to characterize biophysical and gene expression properties of BSMCs in an allergen model of airway inflammation. For this, we purified BSMC from bi-fluorescent mice subjected to ovalbumin (OVA) sensitization and challenge to induce acute allergic inflammation. We employed this model because it displays many of the salient features of human asthma, including airway hyper-reactivity. The ability to isolate individual smooth muscle cells allowed us to demonstrate that single BSMCs from mice subjected to OVA-induced airway inflammation exhibit increased cell size and cellular contractile tone, as compared to cells isolated from control mice that were sensitized with PBS saline. By performing comprehensive profiling of isolated RNA followed by gene set analysis, we went on to identify expression changes in multiple gene categories and signaling pathways in BSMCs from OVA sensitized mice. Together, these findings provide for the first time an expansive and integrated delineation of a putative acute asthmatic BSMC phenotype. By doing so, we demonstrate the power of this unique methodology for addressing fundamental issues in lung smooth muscle biology.

## Results

### Development of a Bi-fluorescent Mouse for Lung Smooth Muscle Isolation

We previously generated a transgenic mouse (*αSMA-hrGFP*) in which hrGFP is expressed under the control of the *α-smooth muscle actin (SMA)* gene promoter [9]. In this mouse, hrGFP is selectively expressed in BSMCs and VSMCs (Fig. 1A). To allow further separation of these two smooth muscle populations, we crossed the *αSMA-hrGFP* mouse with a transgenic *NG2-DsRed* mouse [10]. In this double transgenic mouse, the DsRed fluorescent protein is expressed in VSMCs, pericytes, and some macrophages (Fig. 1A). Thus, in the bi-fluorescent transgenic (*αSMA-hrGFP;NG2-DsRed*) mouse, hrGFP is singly expressed in BSMCs whereas hrGFP and DsRed are doubly expressed in VSMCs (Fig. 1A); thereby allowing the independent isolation of BSMCs and VSMC from the lung by cell sorting.

**Figure 1:**
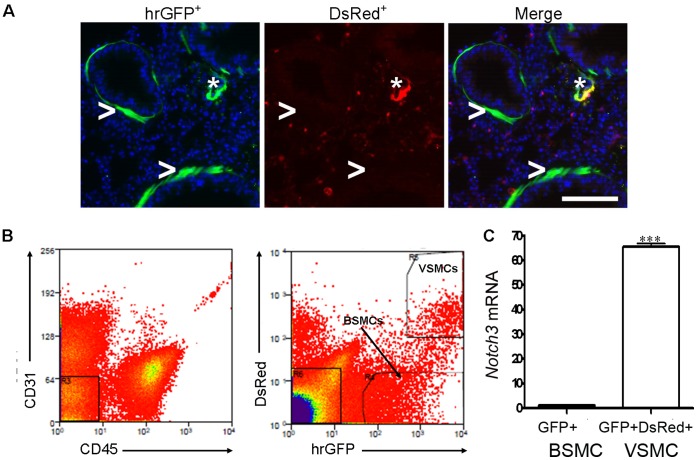
Separation of BSMCs and VSMCs from the lung using the bi-fluorescent *αSMA-hrGFP;NG2-DsRed* mouse. (**A**) Expression pattern of hrGFP and DsRed in BSMCs and VSMCs in the lung of an *αSMA-hrGFP;NG2-DsRed* mouse. Both BSMCs and VSMCs are hrGFP^+^. BSMCs are DsRed^−^ whereas VSMCs are DsRed^+^. Asterisk (*) indicates the blood vessel in the lung the airway. Arrows (>) indicate the airway. Scale bar: 20 µm. (**B**) Algorithm for bronchial and vascular smooth muscle cell identification by flow cytometry. CD31^+^ endothelial cells and CD45^+^ immune cells were separated from dissociated lung preparation (left panel) followed by evaluation of hrGFP and DsRed distribution within CD31^−^CD45^−^ population (middle panel). CD31^−^CD45^−^hrGFP^+^DsRed^−^ population corresponds to BSMCs (pointed by an arrow). CD45^−^CD31^−^hrGFP^+^DsRed^+^ population is enriched in vascular smooth muscle cells (VSMCs). (**C**) Relative *Notch3* mRNA expression in isolated singly hrGFP^+^ cells and doubly hrGFP^+^DsRed^+^ cells from lung cell preparation as determined by qPCR followed by normalization to 18S. Data show mean ± SD and are representative of three independent experiments. ***p<0.001.

To maximize smooth muscle purity, we designed a cell sorting algorithm through which singly hrGFP^+^ cells or doubly hrGFP^+^DsRed^+^ were collected from lung cell preparations devoid of endothelial and hematopoietic lineages (CD31^−^CD45^−^) (Fig. 1B). From a single proteolytically dissociated adult mouse lung, 0.4%–0.9% of total cells are singly hrGFP^+^ and 0.04%–0.1% are doubly hrGFP^+^DsRed^+^ cells (data not shown). As predicted, these two cell populations express high levels of *αSMA* mRNA relative to hrGFP^−^DsRed^−^ lung cells (data not shown). Notably, no hrGFP^+^ or DsRed^+^ cells were identified by cell sorting in the lungs of wild type mice that do not express these fluorescent genes (Figure S1 in File S1). In addition, post-sort cell purity tests showed that approximately 95% of sorted populations express appropriate BSMC and VSMC markers (Figures S2, S3 in File S1). To further validate the identity of singly hrGFP^+^ and doubly hrGFP^+^DsRed^+^ fluorescent cells, relative *Notch3* mRNA levels were examined since we previously found that Notch3 expression is restricted to VSMCs in the lung [9]. As shown, singly hrGFP^+^ cells express *Notch3* mRNA at a level approximately 70-fold lower than hrGFP^+^DsRed^+^ cells (Fig. 1C). Together, these findings indicate that we have established a methodology for the isolation of highly enriched populations of BSMCs and VSMCs.

### A model of Acute Allergic Asthma using the Bi-fluorescent Mouse

Taking advantage of this methodology, we sought to identify the phenotype of so-called asthmatic BSMCs from OVA sensitized mice. To do this, acute allergic airway inflammation was induced in *αSMA-hrGFP;NG2-DsRed* mice by OVA sensitization and challenge followed by BSMC isolation (Fig. 2A) [11]. The induction of an asthma-like state in these mice was confirmed by hyper-reactivity to methacholine measured by Flexivent, elevated serum levels of OVA-specific IgE, and increased mucus production in the airway epithelium, as compared to control mice that were OVA challenged but sensitized with PBS (Fig. 2B–D). Importantly, the cell specific expression pattern of hrGFP and DsRed is unchanged after OVA sensitization and challenge (Fig. 2E), substantiating the use of the sorting algorithm for isolating BSMCs. In this regard, we did not detect hrGFP positivity in any cells outside of the smooth muscle compartments after allergen challenge by fluorescent microscopy (Fig. 2E). Further, we only collected cells with relatively high levels of hrGFP expression (Fig. 1B), thereby avoiding the potential contamination of myofibroblast cells that are known to express low levels of αSMA [12].

**Figure 2:**
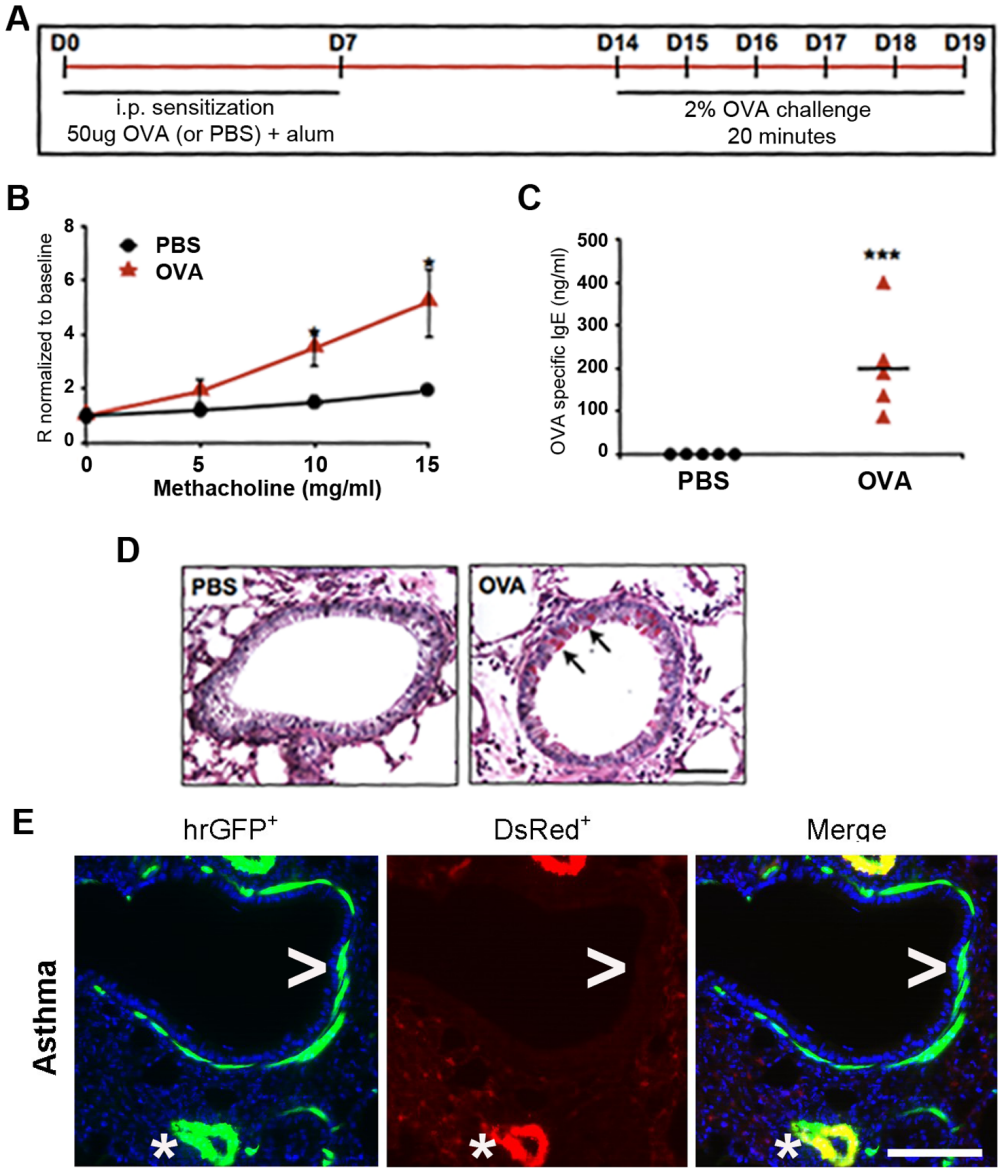
Characterization of an allergen sensitized mouse model of asthma using *αSMA-hrGFP;NG2-DsRed* mouse. (**A**) A protocol to induce acute allergic airway inflammation using OVA sensitization and challenge. Mice sensitized with saline were control. (**B**) Airway reactivity in response to increasing doses of Mch in control (•) and OVA-sensitized (▴) mice by Flexivent. The measurements represented Rn values. (**C**) Serum levels of OVA-specific IgE in control (▪) and OVA-sensitized (•) mice, as measured by ELISA. (**D**) PAS staining for mucin production in the lung epithelium of control and OVA-sensitized mice. (**E**) The expression of hrGFP and DsRed in the lungs of OVA-sensitized mice. Scale bar, 20 µm. *P<0.05.

### Physical Properties of Single BSMCs from Sensitized Mice

The methodology described herein allowed us to examine whether individual cells derived from airways with allergen-induced airway inflammation display measurable differences in contractile tone and cell size. To address this question, we employed an established cellular force measurement technology called traction force microscopy [13]. For this, cells were cultured sparsely on a deformable gel substrate (Youngs Modulus = 4 kPa). Embedded in the substrate were fiducial markers consisting of fluorescent nanobeads. By tracking displacement of the beads and solving the inverse problem of forces necessary to induce those displacements, we quantified traction, the contractile forces that cells exert on their substrate (Fig. 3). From the traction map, we extracted a single measure of overall cell contractility, which is referred to as the net contractile moment (Fig. 3A). By this method, we determined that single BSMCs from OVA sensitized mice had a four-fold greater contractile moment than normal PBS sensitized cells, indicating increased basal tone (Fig. 3B). These changes were also associated with significant enhancements in cell spreading area, consistent with the increase in cell size in BSMCs from sensitized mice (Fig. 3C).

**Figure 3:**
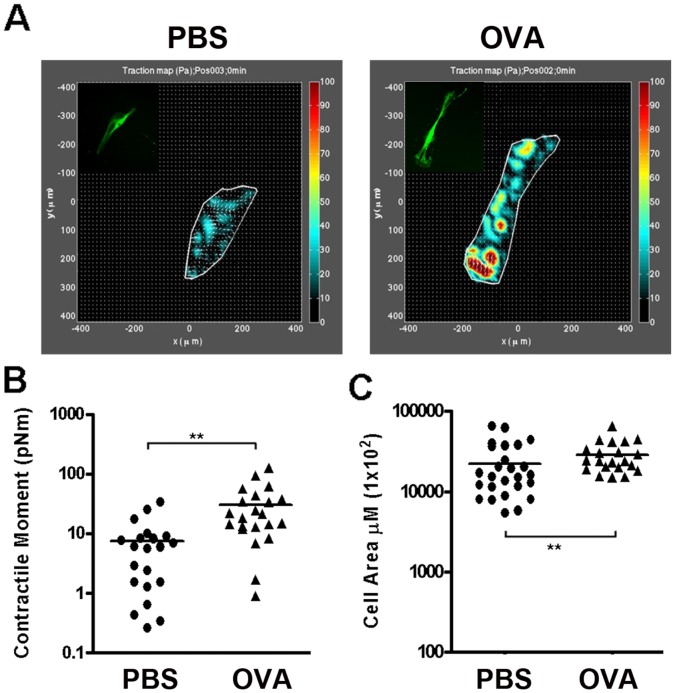
Measurement of changes in physical properties of individual BSMCs from OVA sensitized mice. BSMCs isolated from PBS-sensitized control and OVA sensitized *αSMA-hrGFP;NG2-DsRed* mice were allowed to attach to collagen I gel in culture for 72 hrs before assays. (**A**) Images of hrGFP^+^ BSMCs from PBS control and OVA sensitized mice (insert) and their traction maps on collagen I gels. (**B**) Contractile moment measurement of individual BSMCs from control and sensitized mice based on their traction maps. The line represents the mean of individual measurements of control (n = 20) and acute asthmatic (n = 22) cells. (**C**) Measurement of cell size of BSMCs from PBS sensitized control and OVA sensitized mice. The line represents the mean of individual measurements. **p<0.008.

### Gene Expression Analysis of BSMCs Isolated from the Mouse Model of Acute Asthma

Differences in the biophysical properties of isolated BSMCs from OVA sensitized mice demonstrate that so-called asthmatic BSMCs have a distinctly altered phenotype that is maintained after isolation. In order to further clarify this phenotype, we used Affymetrix^R^ whole-transcript microarrays to assess comprehensive mRNA levels in BSMCs isolated from OVA sensitized and PBS sensitized control bi-fluorescent mice. 

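BSMCs from 3 PBS sensitized control samples and 3 OVA sensitized samples were profiled on Affymetrix whole-transcript arrays of the Mouse Gene ST type, with 1 array per sample. Mice of the OVA group were sensitized with 50 µg of OVA on days 0 and 7 and control mice with PBS. Both groups were challenged with nebulized 2% OVA for 20 minutes on 5 days, from day 14 to day 18. Mice were analyzed on day 19. The paper states that each RNA sample was pooled from 5 to 8 mice after cell sorting. The labels of the deposited samples instead name single animals and microdissected tissue, and give the OVA sensitization for every sample. The groups used here follow the sample titles and the paper. The deposited values are log2 levels of 21225 probe sets, 1 per Entrez gene. The submitters' notes describe them as made by RMA with the affy package, and the Methods name the oligo package. The versions and the genome build are not given in the sources used here. Medians of the arrays lay between 6.732 and 6.794. The 20239 probe sets with a gene symbol were tested with limma, without a further normalization or filter. The mRNA of Acta2, which encodes the α-smooth muscle actin that marks the sorted cells, had a level of 12.13 ± 0.26 (SD, n = 3) on the PBS arrays and 12.48 ± 0.06 (SD, n = 2) on the OVA arrays that the paper analyzed. The level of Ptprc, which encodes CD45 and marks the leukocytes that the sort removed, was 7.57 ± 0.65 (SD, n = 3) on the PBS arrays, 8.20 ± 0.15 (SD, n = 2) on these OVA arrays and 6.18 on the OVA array that the paper left out. Over 15 markers of leukocytes in general, the mean levels were 7.25, 8.25 and 8.20 on the PBS 1, PBS 2 and PBS 3 arrays, 8.41 and 8.69 on OVA 1 and OVA 3, and 6.68 on OVA 2. Which OVA array was left out is not named in the paper, and it was taken from Table S2. Of its 442 rows that could be read, 410 matched a tested gene. The printed log2 fold changes had a median absolute difference from those computed here of 0.0349 with OVA 1 and OVA 3. It was 0.216 with OVA 1 and OVA 2, 0.176 with OVA 2 and OVA 3, and 0.133 with all 3 OVA arrays. The 3 PBS arrays with OVA 1 and OVA 3 are therefore given first as the paper's set, and all 6 arrays second. The number of arrays limits the precision of every value, and permutations of 3 arrays against 2 cannot give a p under 0.1.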

Of the 20,719 mouse genes with Entrez IDs represented on the arrays, 443 showed a difference between OVA and PBS arrays with p-value<0.01, including 240 genes down-regulated and 203 genes up-regulated in OVA samples (Table S2 in File S1). This cutoff had an associated false-discovery rate (FDR) of 0.47. 

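Among the genes at an unadjusted p under 0.01 whose groups did not overlap, the largest positive difference was that of Rnase2a (Entrez 93726), a ribonuclease of the eosinophil-associated family, with a level of 5.41 ± 1.17 (SD, n = 3) on PBS arrays and 9.35 ± 0.13 (SD, n = 2) on OVA arrays. Next were the immunoglobulin heavy chain gene Ighg1, with a log2 fold change of 3.01 (standard error 0.693), and Retnla, which encodes a resistin-like protein, with 2.88 (standard error 0.775). Chia1, which encodes an acidic chitinase, and Ccl8, which encodes a chemokine, had log2 fold changes of 2.29 and 2.31. The largest negative differences were those of Cyp2s1, a cytochrome P450 gene, at -1.34 (standard error 0.354), and of Angptl7, which encodes an angiopoietin-like protein, at -1.28 (standard error 0.276). Sntn, which encodes a protein of the cilium tip, and Cyp2b10, a further cytochrome P450 gene, had log2 fold changes of -1.16 and -0.99. None of these genes passed an FDR of 0.25 (limma, adjusted p = 0.413 for Rnase2a and Chia1 and 0.48 for the others). In total 398 of 20239 genes had an unadjusted p under 0.01, with 195 higher and 203 lower in OVA samples. By chance 202 would be expected, and the FDR at this cutoff was 0.48. An unadjusted p under 0.05 was reached by 1885 of the 20239 genes, which is the share to set beside the counts of gene lists below. Markers of other cell types moved with these genes. The 11 measured markers of eosinophils, which include Rnase2a, had a mean log2 fold change of 0.50 and a median of 0.14, and 11 markers of epithelium in general had a mean of -0.42, with all 11 lower (adjusted p = 0.40 for both lists, from limma's camera with an estimated correlation). Over all 6 arrays 174 genes had an unadjusted p under 0.01, with 57 higher and 117 lower in OVA samples. Of the 398 genes, 129 also had an unadjusted p under 0.01 over all 6, a fit that includes the 5 arrays they were chosen on. On OVA 2 alone, 90 of the 195 higher genes lay above every PBS array and 163 of the 203 lower genes below every one. Of all 20239 genes 9240 and 7625 did so. On the OVA 2 array, which the paper excluded for technical issues as an outlier in principal components analysis, the level of Rnase2a was 6.30, within the range of the PBS arrays, and that of Chia1 was 6.53, below each of them. Without OVA 3, 109 genes had an unadjusted p under 0.01, and the log2 fold changes of Cyp2s1 and Sntn were -0.72 and -0.76, with that of Angptl7 at -1.44. Without PBS 3, Rnase2a, Ccl8 and Chia1 passed an FDR of 0.25 (adjusted p = 0.00397, 0.21 and 0.231). With array weights over all 6 arrays, each gene named here except Cyp2s1 passed (adjusted p from 0.0796 for Rnase2a to 0.194 for Cyp2b10). That fit, here and below, weighted OVA 2 at 0.0852 and the other arrays at 1.05 to 3.3, so it nearly left OVA 2 out. With the replicate number as a block, Rnase2a and Chia1 passed (adjusted p = 0.247 and 0.118). PBS 2 has no partner of its number in that block once OVA 2 is left out, so the log2 fold changes are those without PBS 2.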

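Between the PBS arrays and OVA 1 and OVA 3, 6 genes rose and 2 fell at an FDR under 0.25. Cfi (Entrez 12630), which encodes complement factor I, rose from 5.54 ± 0.25 (SD, n = 3) to 7.54 ± 0.03 (SD, n = 2), a log2 fold change of 1.99 (standard error 0.152, adjusted p = 0.183 from limma). Il13ra2 (Entrez 16165), which encodes a decoy receptor for IL-13, rose from 3.62 ± 0.13 to 5.90 ± 0.44 (log2 fold change 2.28, standard error 0.191, adjusted p = 0.183). Fbp1 (Entrez 14121), which encodes an enzyme of gluconeogenesis, rose from 4.57 ± 0.18 to 7.06 ± 0.52 (log2 fold change 2.49, standard error 0.226, adjusted p = 0.194). Col6a5 (Entrez 665033), which encodes a chain of type VI collagen, rose 6.94-fold, from 6.40 ± 0.54 to 9.20 ± 0.29 (log2 fold change 2.79, standard error 0.309, adjusted p = 0.234). The levels of Il13ra2 and Fbp1 on PBS arrays lie under the lower quartile of these arrays, 5.28 to 5.35, and signal over background was not in the values used here. Gabra4 (Entrez 14397), which encodes a subunit of the GABA-A receptor, fell from 6.41 ± 0.05 to 5.58 on both OVA arrays (log2 fold change -0.83, standard error 0.0812, adjusted p = 0.222). Adh7 (Entrez 11529), which encodes an alcohol dehydrogenase, fell from 9.48 ± 0.08 to 8.49 ± 0.16 (log2 fold change -0.99, standard error 0.105, adjusted p = 0.230). The other genes to pass were Clca3a2 (Entrez 80797), which rose by a log2 fold change of 1.01 (standard error 0.102, adjusted p = 0.222), and Lrrc15 (Entrez 74488), which rose by 1.09 (standard error 0.121, adjusted p = 0.234); both were named after their values were seen. The genes of Table 1 that did not pass were Gabrb1, Cyp2f2, Cysltr1, Slc26a4, Tdo2, Postn, Retnlg and Egln3, with adjusted p between 0.262 and 0.413. Their differences went the way Table 1 lists, from -1.01 for Gabrb1 and Cyp2f2 to 0.68 for Postn, which encodes the matrix protein periostin, and 2.26 for Tdo2, an enzyme of tryptophan breakdown. Adh7 and Cyp2f2 are also among 16 measured markers of club and secretory epithelium, which had a mean log2 fold change of -0.75 (adjusted p = 0.40 from camera with an estimated correlation). Retnlg is among 14 markers of neutrophils, with a mean of 0.27 (adjusted p = 0.40).

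**Figure D1:**
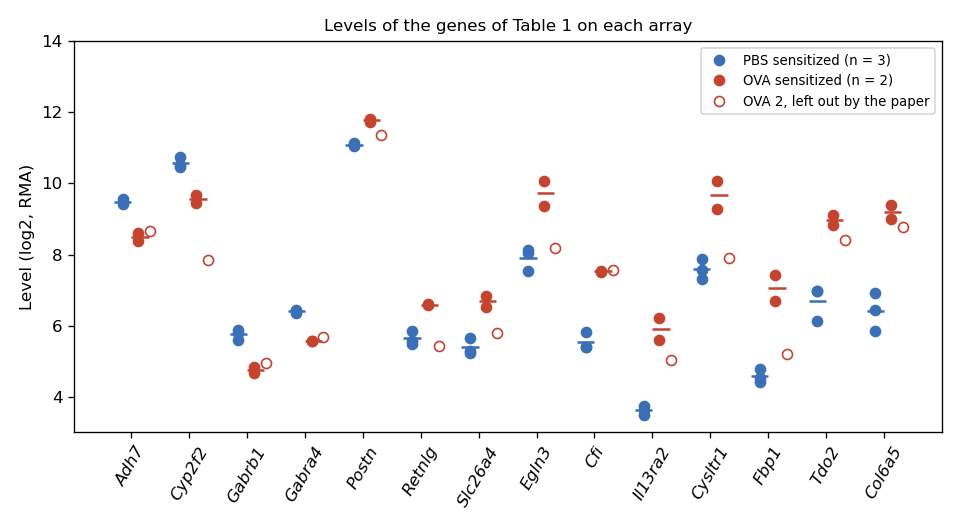
Levels of the 14 genes of Table 1 on each array (log2, RMA). Blue points are PBS sensitized samples, filled red points OVA 1 and OVA 3, open red points the OVA 2 array, and lines the means of the PBS arrays and of OVA 1 and OVA 3. On OVA 2, Cfi stands at 7.56 and Retnlg at 5.44, below every PBS array.

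With all 6 arrays only Cfi passed an FDR of 0.25 (log2 fold change 2.00, standard error 0.157, adjusted p = 0.0577). On OVA 2, 13 of the 14 genes of Table 1 lay beyond every PBS array in the direction of the table, and Retnlg did not. Of all genes at an unadjusted p under 0.01, 90 of 195 higher and 163 of 203 lower genes did so. Of all 20239 genes tested, 9240 lay above and 7625 below every PBS array. The genes were chosen on the same PBS arrays, so these shares are not an independent test. Levels on OVA 2 minus those on the other 5 arrays had a slope of -0.168 on level, so genes of low level, such as Il13ra2 and Fbp1, tend to lie higher there. With array weights over all 6 arrays 563 genes passed, among them the 14 of Table 1. The weight of OVA 2 was 0.0852 and those of the other arrays 1.05 to 3.3, so this fit does not show that the calls hold with OVA 2. The calls depended on single arrays. None of the 8 genes passed without PBS 1, without PBS 2 or without OVA 3, 2 passed without OVA 1, and all 8 passed without PBS 3, where 68 genes passed in total. The total was 1 without PBS 1, a gene of Table 1, Tdo2, 4 without OVA 1, and 0 without PBS 2 or without OVA 3.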

Controlling for FDR<0.25 by using a more stringent cutoff (nominal p-value<0.0002) resulted in 14 genes differentially expressed, 4 down-regulated and 10 up-regulated in OVA samples (Table 1).

**Table 1:** Genes differentially expressed between BSMCs from PBS sensitized control and OVA sensitized mice.

Symbol	Entrez ID	Gene name	LFC	*p*-value	FDR
*Adh7*	11529	alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide	−1.04	4.9e-05	0.23
*Cyp2f2*	13107	cytochrome P450, family 2, subfamily f, polypeptide 2	−1.04	9.5e-05	0.23
*Gabrb1*	14400	gamma-aminobutyric acid (GABA) A receptor, subunit beta 1	−0.96	1.4e-04	0.24
*Gabra4*	14397	gamma-aminobutyric acid (GABA) A receptor, subunit alpha 4	−0.78	8.1e-05	0.23
*Postn*	50706	periostin, osteoblast specific factor	0.67	1.6e-04	0.24
*Retnlg*	245195	resistin like gamma	1.01	1.0e-04	0.23
*Slc26a4*	23985	solute carrier family 26, member 4	1.41	7.0e-05	0.23
*Egln3*	112407	EGL nine homolog 3 (C. elegans)	1.88	1.6e-04	0.24
*Cfi*	12630	complement component factor i	2.05	3.4e-06	0.07
*Il13ra2*	16165	interleukin 13 receptor, alpha 2	2.11	2.1e-05	0.22
*Cysltr1*	58861	cysteinyl leukotriene receptor 1	2.13	7.9e-05	0.23
*Fbp1*	14121	fructose bisphosphatase 1	2.22	3.2e-05	0.22
*Tdo2*	56720	tryptophan 2,3-dioxygenase	2.33	1.1e-04	0.23
*Col6a5*	665033	collagen, type VI, alpha 5	3.50	1.6e-04	0.24

Genes with significant expression differences at false-discovery rate (FDR)<0.25, ordered by increasing log_2_ fold-change (LFC). Negative LFC indicates down-regulation in OVA sensitized samples, and positive LFC indicates up-regulation. The first column gives the Affymetrix MoGene-1_0-st-v1.r4 probe set ID for the gene.

We then used the gene set analysis method CAMERA [14] to look for biologically relevant groups of genes that collectively showed significant expression differences (down or up) while adjusting for inter-gene correlation. Table 2 shows the most significantly down- and up-regulated gene sets among the MSigDB [15] canonical pathways, Gene Ontology categories, and motif gene sets (based on transcription factor or micro-RNA binding sites). 

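Gabrb1, which like Gabra4 encodes a subunit of the GABA-A receptor, a chloride channel opened by GABA, had a level of 5.76 ± 0.14 (SD, n = 3) on PBS arrays and 4.75 ± 0.13 (SD, n = 2) on OVA 1 and OVA 3. Of 23 measured genes of ligand-gated ion channels, 1 fell, Gabra4, none rose and 22 did not pass an FDR of 0.25 (limma; 2 lower and 1 higher when adjusted over the list alone). The list had a mean log2 fold change of -0.18 and a median of -0.09, with 18 of 23 genes lower (adjusted p = 0.40 from camera with an estimated correlation, 0.01 with the preset correlation). Of 44 measured genes of TGF-β receptor signaling none passed an FDR of 0.25 (19 lower and 2 higher when adjusted over the list alone; 13 at an unadjusted p under 0.05). Their mean log2 fold change was -0.15, with 33 of 44 genes lower (adjusted p = 0.40 from camera with an estimated correlation, 9.1e-05 with the preset correlation). Klf10, an early response gene of TGF-β, had a log2 fold change of -0.54 (standard error 0.156), Tgfbr1, the type I receptor, -0.24 (standard error 0.121), Tgfb1, the ligand, 0.09 (standard error 0.183), and Bmpr1b, a receptor for bone morphogenetic proteins, 0.82 (standard error 0.199). The mRNA of Nfil3, a transcription factor, had a log2 fold change of -0.36 (standard error 0.176, adjusted p = 0.57); the set of genes with its binding motif was not analysed here. Both lists were written from general knowledge after reading the paper and Table S2 and are not the MSigDB sets, so their direction is not independent evidence. Before adjustment over lists, camera with an estimated correlation gave p = 0.1 for ligand-gated ion channels and 0.061 for TGF-β receptor signaling. Table 2 gives p-values and not FDRs. The 16 markers of endothelium, which expresses several of the TGF-β genes and whose CD31 positive cells the sort removed, had a mean log2 fold change of -0.31 (adjusted p = 0.61). Over all 6 arrays the means were -0.05 for ligand-gated ion channels and -0.23 for TGF-β receptor signaling (adjusted p = 0.84 and 0.28), and the log2 fold change of Tgfb1 turned to -0.13. That of Nfil3 was -0.21 without PBS 1 and -0.20 without OVA 1. With array weights over all 6 arrays, Gabrb1, Bmpr1b and Klf10 passed an FDR of 0.25 (adjusted p = 0.0251, 0.182 and 0.224), and with the replicate block Gabrb1 and Bmpr1b did (adjusted p = 0.241 for both). On OVA 2 the mean level of the ligand-gated ion channels was 5.59, above the 5.36 to 5.42 of the PBS arrays, but genes of low level tend to lie higher on that array. The TGF-β list stood at 8.72 there, against 9.08 to 9.15 on the PBS arrays, and genes of high level tend to lie lower on that array. Its more negative mean over all 6 arrays is therefore not read as support.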

Down-regulated gene sets included the ligand gated ion channel transport pathway, the transforming growth factor beta receptor signaling pathway, and the motif set V$E4BP4_01 consisting of genes whose promoter region contains the binding motif of E4BP4, also known as NFIL3 (nuclear factor, interleukin 3 regulated). Up-regulated gene sets included the platelet-derived growth factor (PDGF) pathway, the lymphangiogenesis pathway, and the SH2 domain binding category.

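Src, a tyrosine kinase with an SH2 domain that acts downstream of the PDGF receptors, had a level of 8.36 ± 0.06 (SD, n = 3) on PBS arrays and 8.76 ± 0.08 (SD, n = 2) on OVA 1 and OVA 3, a log2 fold change of 0.40 (standard error 0.0882). Pdgfc, a ligand of the pathway, had a log2 fold change of 0.53 (standard error 0.126), and Pdgfra, the α receptor, -0.23 (standard error 0.176). Of 29 measured genes of the PDGF pathway none passed an FDR of 0.25 (limma; 2 higher, Src and Pdgfc, when adjusted over the list alone; 2 at an unadjusted p under 0.05). The mean log2 fold change of the list was -0.01 and its median -0.02, with 12 genes higher and 17 lower (adjusted p = 0.99 from camera with an estimated correlation). With OVA 2 included the mean was -0.10 (adjusted p = 0.55), and on OVA 2 the level of Pdgfc was 7.52, below every PBS array, and that of Src 8.62, above each of them. The list stood at 9.10 to 9.15 on the PBS arrays, and genes of high level tend to lie lower on OVA 2. Src passed an FDR of 0.25 with array weights over all 6 arrays (adjusted p = 0.185). The log2 fold change of Pdgfra was -0.12 without PBS 2, -0.45 without OVA 1 and 0.00 without OVA 3. Pdgfra is also among 16 markers of fibroblasts, whose mean log2 fold change was -0.19 (adjusted p = 0.52). The PDGF list was written by hand and is not the MSigDB set, and gene sets for lymphangiogenesis and SH2 domain binding were not used here. The PDGF list was written after reading Table S2, which names Src and Pdgfc. That these genes passed over the list alone is therefore not independent evidence.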

**Table 2:** Gene sets misregulated in BSMCs from OVA sensitized mice as compared to PBS sensitized control.

MSigDB gene set	Size	*p*-value	Biological Function
**Canonical pathways, down in asthma vs. control arrays**			
REACTOME_LIGAND_GATED_ION_CHANNEL_TRANSPORT	19	0.001	Ion channels that respond to chemical messenger biding
MIPS_P2X7_RECEPTOR_SIGNALLING_COMPLEX	12	0.001	Ion transport, ion channel activity, cell surface receptor linked signal transduction, cytoskeleton organization and biogenesis
REACTOME_TIE2_SIGNALING	17	0.001	vascular and hematopoietic development
REACTOME_PI3K_AKT_ACTIVATION	35	0.001	Control of smooth muscle tone via cAMP signaling pathways
REACTOME_SIGNALING_BY_FGFR_MUTANTS	43	0.003	cell fate and differentiation
**Canonical pathways, up in asthma vs. control arrays**			
BIOCARTA_PDGF_PATHWAY	32	0.005	cellular proliferation and development
MIPS_ARC92_MEDIATOR_COMPLEX	12	0.011	transcriptional activator activity
PID_LYMPHANGIOGENESIS_PATHWAY	25	0.016	
MIPS_ARC_L_COMPLEX	14	0.019	regulation of transcription factor activity
BIOCARTA_RAC1_PATHWAY	23	0.021	Cell motility regulation
**Gene Ontology categories, down in asthma vs. control arrays**			
TRANSFORMING_GROWTH_FACTOR_BETA_RECEPTOR_SIGNALING_PATHWAY	36	0.001	Cell growth and Apoptosis
PERIPHERAL_NERVOUS_SYSTEM_DEVELOPMENT	12	0.002	Peripheral Neuronal development
AXONOGENESIS	42	0.003	Growth and differentiation of axons
TRANSMEMBRANE_RECEPTOR_PROTEIN_SERINE_THREONINE_KINASE_SIGNALING_PATHWAY	47	0.004	Cellular signaling, gene transcription
NEGATIVE_REGULATION_OF_CELL_DIFFERENTIATION	27	0.005	Reduction or prevention of cell differentiation
**Gene Ontology categories, up in asthma vs. control arrays**			
MRNA_SPLICE_SITE_SELECTION	13	0.006	Spliceosomal complex formation and biosynthesis
SH2_DOMAIN_BINDING	15	0.007	Recognigtion of the phosphorylated state of tyrosine residues
SPINDLE_MICROTUBULE	16	0.018	Regulation of microtubule that is part of a mitotic or meiotic spindle
NLS_BEARING_SUBSTRATE_IMPORT_INTO_NUCLEUS	12	0.018	Translocation of protein bearing a nuclear localization signal (NLS) from the cytoplasm into the nucleus
STEROID_HORMONE_RECEPTOR_BINDING	10	0.021	Steroid hormone regulation
**Motif gene sets, down in asthma vs. control arrays**			
TACGGGT,MIR-99A,MIR-100,MIR-99B	23	0.002	Matrix associated genes
V$E4BP4_01	216	0.002	Immune cell differentiation and activation
V$EN1_01	107	0.003	Cell development and differentiation
V$FOXD3_01	191	0.003	Transcriptional repression
V$HOXA3_01	13	0.006	gene expression, morphogenesis, and differentiation

The five most significantly down- and up-regulated gene sets among the MSigDB canonical pathways, Gene Ontology categories, and motif gene sets are shown, ordered in each subsection by CAMERA *p*-value. No motif gene set was up-regulated with p<0.05, so these are excluded. The size column gives the number of genes in the gene set after restricting to members with mouse orthologs represented by probe sets on the arrays.

### Validation of Array Findings

We selected a group of genes deregulated in BSMCs from OVA sensitized mice for validation by qPCR and immunohistochemistry. This group contains genes that displayed either a high fold-change in expression (*lipocalin 2 (Lcn2)*, *Cxcl5*, *Cyp2eE1*), an FDR<0.25 (*Col6α5*, *IL13Rα2*), or a direct functional relevance to airway physiology (*adrenergic receptor β2* (*Adrb2)* [16]. 

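Lcn2 (Entrez 16819), which encodes an iron-binding protein of the innate immune response, had levels of 8.20, 9.47 and 10.95 on the PBS arrays and 11.53 ± 0.08 (SD, n = 2) on OVA 1 and OVA 3, a log2 fold change of 1.99 (standard error 0.722, adjusted p = 0.516 from limma). Cxcl5 (Entrez 20311), which encodes a chemokine that attracts neutrophils, went from 5.49 ± 0.55 (SD, n = 3) to 7.36 ± 0.20 (SD, n = 2), a log2 fold change of 1.87 (standard error 0.308, adjusted p = 0.413). Cyp2e1 (Entrez 13106), a cytochrome P450 gene, went from 10.54 ± 0.33 to 9.88 ± 0.10, a log2 fold change of -0.66 (standard error 0.191, adjusted p = 0.48). These 3 genes did not pass an FDR of 0.25, and OVA 1 and OVA 3 lay beyond every PBS array for each of them. On the OVA 2 array the levels were 11.38 for Lcn2, 7.12 for Cxcl5 and 8.17 for Cyp2e1, and for Col6a5 and Il13ra2 they were 8.78 and 5.03, each on the same side of every PBS array. With all 6 arrays the log2 fold changes were 1.94 for Lcn2, 1.79 for Cxcl5 and -1.23 for Cyp2e1 (adjusted p = 0.892, 0.635 and 0.892). Without PBS 1 the log2 fold change of Lcn2 was 1.32. Without PBS 3, Cxcl5 and Cyp2e1 passed an FDR of 0.25 (adjusted p = 0.21 and 0.246), as they did with array weights over all 6 arrays (adjusted p = 0.0796 and 0.239), and Cxcl5 with the replicate block (adjusted p = 0.243). Col6a5 was the only gene to rise among 49 measured genes of the extracellular matrix, which had a mean log2 fold change of 0.08 (adjusted p = 0.73 from camera with an estimated correlation; 10 higher and 13 lower when adjusted over the list alone).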

Consistent with the array data, the mRNA expression of *Cxcl5*, *Col6α5*, *IL13Rα2*, and *Lcn2* genes were significantly up-regulated in BSMCs from OVA sensitized mice, and the mRNA expression of cytochrome P45 family gene *Cyp2eE1*, and *Adrb2* were significantly down-regulated as compared to controls (Fig. 4A, 4B). Also, in accordance with the array, immuno-staining of lung sections showed that Col6α5 protein level was increased in BSMCs from OVA sensitized mice while the adrenergic receptor β2 was decreased in BSMCs and interestingly also in the overlying epithelium of OVA sensitized mice (Fig. 4C). Notably, immunostaining of lung sections without primary antibodies yielded no signal. Since we could directly isolate pure BSMCs, we interrogated changes in adrenergic receptor β2 cell surface expression in BSMCs from OVA sensitized mice by flow cytometry. This analysis demonstrated that down-regulation of *Adrb2* mRNA is associated with a decrease in the number of receptors on the cell surface of BSMCs from OVA sensitized mice (Fig. 4D). 

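Chrm3, the muscarinic M3 receptor that mediates contraction of airway smooth muscle, had a level of 6.51 ± 0.06 (SD, n = 3) on PBS arrays and 6.41 ± 0.14 (SD, n = 2) on OVA 1 and OVA 3, a log2 fold change of -0.10 (standard error 0.0974, adjusted p = 0.762 from limma). Chrm2, the M2 receptor, had a log2 fold change of 0.53 (standard error 0.271, adjusted p = 0.577), with overlapping groups. It was 0.35 without PBS 2, 0.81 without OVA 1 and 0.25 without OVA 3, and that of Chrm3 was 0.00 and -0.19 without OVA 1 and OVA 3. Among the nicotinic receptors Chrna7, the α7 subunit, went from 7.31 ± 0.49 to 8.12 ± 0.08 (log2 fold change 0.82, standard error 0.268, adjusted p = 0.498), and Chrnb1, the β1 subunit of the muscle type receptor, from 7.15 ± 0.15 to 6.77 ± 0.10 (log2 fold change -0.38, standard error 0.115, adjusted p = 0.48). None of 16 nicotinic and 5 muscarinic receptor genes passed an FDR of 0.25, and 2 and 0 of them had an unadjusted p under 0.05. When adjusted over the list alone, 1 nicotinic gene was higher, 1 was lower and no muscarinic gene passed. The mean log2 fold change was -0.02 for the nicotinic list and 0.03 for the muscarinic list, whose median was -0.06 (adjusted p = 0.58 and 0.95 from camera with an estimated correlation, direction down for both). When OVA 2 was included the means were 0.15 and 0.11 (adjusted p = 0.67 and 0.70), so the direction of the nicotinic list turned. Genes of low level tend to lie higher on OVA 2, where this list stood at 5.95, against 5.42 to 5.53 on the PBS arrays. The turn is therefore not read as a change of these receptors. Over all 6 arrays Chrna7 had a log2 fold change of 0.83 (standard error 0.239, adjusted p = 0.892). Chrm2 had one of 0.07 (standard error 0.415, adjusted p = 0.966), with a level of 8.49 on OVA 2, below every PBS array. Without PBS 3 the nicotinic mean was also positive, at 0.02, and Chrna7 rose at an FDR under 0.25, with a log2 fold change of 1.09 (standard error 0.119, adjusted p = 0.246). Chrna7 also passed with array weights over all 6 arrays, at 0.84 (adjusted p = 0.232). A p that misses the threshold in 3 arrays against 2 does not show that the levels were equal.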

Most notably, the arrays showed that there were no significant differences in the mRNA expression for any acetylcholine receptors, either nicotinic (Gene Ontology category GO:0004889) or muscarinic (GO:0016907).

**Figure 4:**
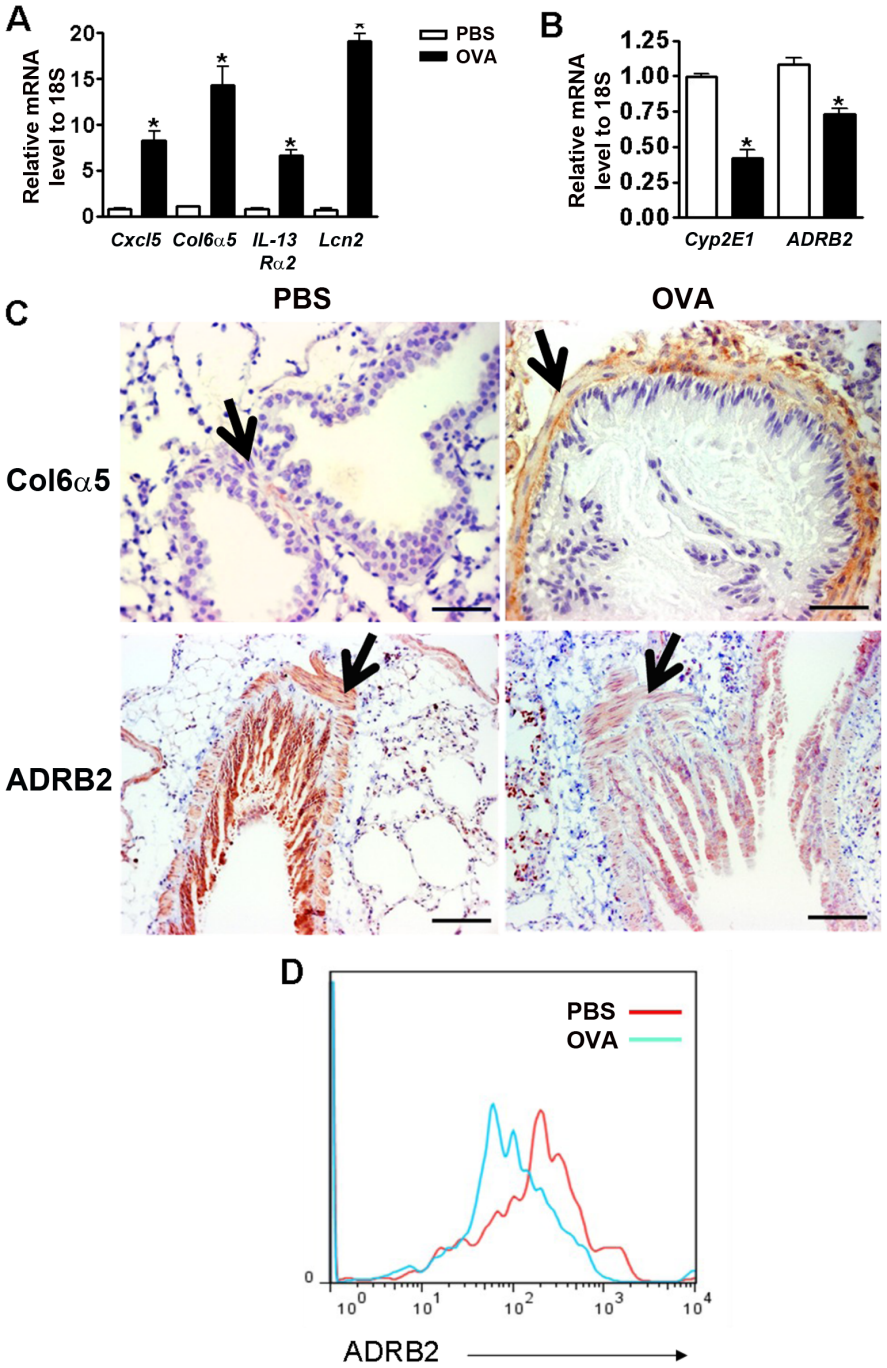
Validation of selected deregulated genes in BSMCs from OVA sensitized mice identified by the array. (**A, B**) Real time PCR validation of selected up-regulated genes (**A**) and down-regulated genes (**B**) genes in BSMCs from OVA sensitized mice. Results were normalized to 18S. Data show mean ± SD and are representative of three independent experiments. *p<0.05. (**C**) Immuno-histochemistry for collagen 6 alpha 5 (COL6A5) and the adrenergic β2-receptor (ADRB2) in lungs of PBS sensitized control and OVA sensitized mice. Lung sections of control and sensitized mice were stained side-by-side under the same condition. Black arrows indicate BSMC layer. Scale bar: 20 µm. (**D**) Flow cytometry for the ADRB2 receptor in non-permeabilized BSMCs from PBS sensitized control (red) and OVA sensitized (blue) mice. Data is representative of two independent experiments.

## Discussion

Despite its fundamental importance to the pathogenesis and clinical manifestations of diseases of the airway and pulmonary circulation, an understanding of the integrated phenotypes that define diseased smooth muscle has remained elusive [4]. This ongoing issue reflects the lack of tools that support a direct isolation of BSMCs and VSMCs for analysis. To address this, we successfully developed a mouse-based tool that sustains the independent isolation of BSMCs and VSMCs for detailed characterization. This tool can now be used to address key questions related to the biology of lung smooth muscle during development, homeostasis, and disease conditions. Using this methodology, the transcriptional, post-transcriptional, and epigenetic mechanisms that govern global gene expression in smooth muscle can be examined.

This approach afforded us the opportunity to demonstrate that measurable increases in contractile tone characterize individual BSMCs from sensitized mice, which we hope will help lay to rest this controversial issue [3]. We also generated the first comprehensive characterization of the global gene expression changes that define a putative acute asthmatic BSMC phenotype. Collectively, these types of studies may provide direction and guidance for the logical development of new markers and approaches for studying human lung smooth muscle. We recognize that cell sorting procedures may affect gene expression. However, this potential limitation may accompany any method for RNA isolation including laser capture microdissection. In this work we identified changes in multiple genes, and through gene set analysis, identified several deregulated signaling pathways in BSMCs from an allergen sensitized mouse model of acute asthma (Table 2). Additionally, we observed that in a chronic model of allergen-induced airway inflammation in mice there is also a persistent down-regulation of the adrenergic receptor β2 (not shown) along with an additional increase in BSMC contractile tone and cell size (Figure S4 in File S1). These data suggest that the BSMC phenotype in persistent asthma is, in part, an enhancement of the acute phenotype. We recognize that some elements of the gene expression changes observed in BSMCs may be specific for this particular asthma mouse model [17]. Additional studies using the methodology herein will be required to evaluate which identified mRNA changes are model-specific and which are universal. It is also important to note that human asthma similarly comprises multiple clinical phenotypes [18]. Findings based on gene expression and pathway analysis using mouse BSMCs from allergen sensitized mice may help identify markers and key defects in human asthmatics.

Pathway analysis using CAMERA [14] identified an enrichment of misregulated genes in several distinct signaling pathways that can be further evaluated. We also employed the self-contained gene set analysis method ROAST [19] to assess the concordance of our array results with sets of genes identified as differentially expressed in previous asthma-related studies (Figure S5 in File S1). These previous studies largely involve analysis of RNA changes in whole lung or in cultured cells [3], [4], [20]. Of the 26 gene sets from 9 studies examined, 13 showed weak evidence of altered regulation (p<0.05) in our arrays, typically with no more than one or two genes individually passing the p<0.01 cutoff. 

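Most genes known to be induced by IL-4 and IL-13 were higher on OVA 1 and OVA 3 than on the PBS arrays. Retnla had a level of 7.45 ± 1.48 (SD, n = 3) on PBS arrays and 10.33 ± 0.09 (SD, n = 2) on OVA arrays, and Ccl8 6.21 ± 1.05 and 8.52 ± 0.29. Slc26a4, an anion exchanger that airway epithelium makes in response to IL-13, had a log2 fold change of 1.29 (standard error 0.159), Timp1, an inhibitor of matrix proteases, 1.18 (standard error 0.321), and Tnc, the matrix protein tenascin C, 1.01 (standard error 0.239). Of 39 measured genes of the list 1 rose at an FDR under 0.25, Il13ra2, none fell and 38 did not pass (limma; 27 higher and 1 lower when adjusted over the list alone; 16 higher and 0 lower at an unadjusted p under 0.01). The mean log2 fold change was 0.89, with 34 of 39 genes higher (adjusted p = 0.40 from camera with an estimated correlation, 3e-18 with the preset correlation). Fry gave a p of 0.023, direction up, and 0.18 after adjustment over the 39 lists. Camera with an estimated correlation gave 0.062 before adjustment. The paper gives p-values for its sets and not FDRs, so the adjusted values here are not like for like. The mean level of the list was 6.33, 6.57 and 6.88 on PBS 1, PBS 2 and PBS 3, and 7.35 and 7.62 on OVA 1 and OVA 3. The list was written after reading the paper and Table S2 and is not the set of the cited studies, so its direction is not independent evidence; the set of genes inhibited by IL-13 was not used here. Markers of leukocytes moved with the list, with a mean log2 fold change of 0.65 both for 15 markers of leukocytes in general and for 22 markers of macrophages and monocytes (adjusted p = 0.40 for both), while 20 markers of ciliated epithelium had a mean of -0.56, with all 20 lower (adjusted p = 0.40).

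**Figure D2:**
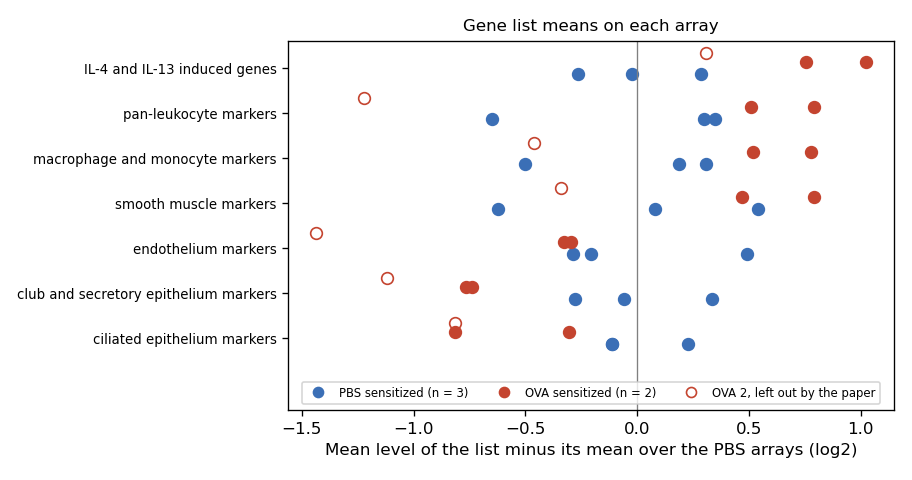
Mean level of 7 gene lists on each array, minus the mean over the PBS arrays (log2). Blue points are the PBS arrays, filled red points OVA 1 and OVA 3, and open red points OVA 2. On OVA 2 the IL-4 and IL-13 list lies at 6.90 before subtraction, just above the highest PBS array, and the markers of leukocytes in general lie below every PBS array, while those of macrophages and monocytes, at 6.58, lie just above the lowest, at 6.54.

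Over all 6 arrays the mean log2 fold change of the list was 0.69 (adjusted p = 0.28), and 11 genes were higher and 0 lower at an unadjusted p under 0.01. There the means were 0.03 for leukocytes in general and 0.28 for macrophages and monocytes. Without PBS 3, Slc26a4, Ccl8, Timp1 and Tnc passed an FDR of 0.25 (adjusted p = 0.21, 0.21, 0.211 and 0.21). These genes and Retnla passed with array weights over all 6 arrays (adjusted p from 0.0321 for Slc26a4 to 0.213 for Timp1), and Slc26a4 also with quantile normalization or median centring (adjusted p = 0.229 and 0.246).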

The most significant agreement was seen for the set of genes induced by IL-4 and IL-13 in cultured human bronchial epithelial cells [20] (ROAST p-value for up-regulation 0.009), and for the set of genes inhibited by IL-13 in human airway epithelial cells [3] (ROAST p-value for down-regulation 0.008) (Figure S5 in File S1) thereby suggesting a common Th2 cytokine-dependent gene signature across cell types in asthma. In addition, we observed an up-regulation of the Rac1 pathway in BSMCs from sensitized mice, which may, relate, in part, to changes in tone.

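The mRNA of Rac1, a small GTPase that controls the actin cytoskeleton, had a level of 11.00 ± 0.10 (SD, n = 3) on PBS arrays and 11.11 and 11.12 on OVA 1 and OVA 3, a log2 fold change of 0.11 (standard error 0.0914, adjusted p = 0.701 from limma). Mylk, which encodes myosin light chain kinase, had a log2 fold change of 0.32 (standard error 0.0996), and Cfl1, which encodes the actin-severing protein cofilin, 0.25 (standard error 0.0928). Of 23 measured genes of the Rac1 pathway none passed an FDR of 0.25 (4 higher and 1 lower when adjusted over the list alone; 4 at an unadjusted p under 0.05). Their mean log2 fold change was 0.04 and the median 0.08, with 12 genes higher and 11 lower (adjusted p = 0.40 from camera with an estimated correlation, 0.21 with the preset correlation). Before adjustment over lists, camera with an estimated correlation gave p = 0.22, and Table 2 gives p-values and not FDRs. Of 36 contractile genes of smooth muscle none passed either (8 higher and 2 lower when adjusted over the list alone; 6 at an unadjusted p under 0.05), with a mean log2 fold change of 0.40 and 31 genes higher (adjusted p = 0.47 with an estimated correlation, 2e-07 with the preset correlation). Actg2, the γ-smooth muscle actin, had a log2 fold change of 1.19 (standard error 0.398), and the 12 markers of smooth muscle had mean levels of 11.14, 9.98 and 10.68 on the PBS arrays and 11.07 and 11.39 on OVA 1 and OVA 3. Without PBS 2 the mean log2 fold change of the contractile genes was 0.18 and that of Actg2 was 0.78. Without OVA 3 that of Cfl1 was 0.15. Mylk passed an FDR of 0.25 with array weights over all 6 arrays (adjusted p = 0.236). Including OVA 2, the mean log2 fold changes were 0.01 for the Rac1 pathway and 0.19 for the contractile genes (adjusted p = 0.93 and 0.68), and on OVA 2 the level of Cfl1 was 11.25, below every PBS array. The Rac1 list was written by hand and is not the MSigDB set. It and the contractile list were written after reading Table S2, so their direction is not independent evidence.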

Interestingly, we observed a reduction in cell surface receptors that mediate smooth muscle relaxation (β2 adrenergic and GABA), but did not detect any change in mRNAs for receptors that mediate bronchoconstriction (muscarinic and nicotinic) [16], [21]. 

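Among receptors that mediate relaxation, Ptger2, a receptor for prostaglandin E, had a level of 6.36 ± 0.11 (SD, n = 3) on PBS arrays and 7.04 ± 0.09 (SD, n = 2) on OVA 1 and OVA 3, a log2 fold change of 0.68 (standard error 0.101, adjusted p = 0.413 from limma). The bitter taste receptors Tas2r135 and Tas2r143 had log2 fold changes of -1.18 (standard error 0.287) and -1.01 (standard error 0.252). Of 20 measured relaxant receptor genes, which do not include GABA-A subunits, none passed an FDR of 0.25 (1 higher and 4 lower when adjusted over the list alone; 5 at an unadjusted p under 0.05), and the mean log2 fold change was -0.14 (adjusted p = 0.51 from camera with an estimated correlation). Among receptors that mediate constriction, Cysltr1, a receptor for cysteinyl leukotrienes, went from 7.59 ± 0.27 to 9.68 ± 0.55, a log2 fold change of 2.09 (standard error 0.258, adjusted p = 0.267). Htr2a, a serotonin receptor, had a log2 fold change of 0.74 (standard error 0.158), and Ptgfr, the receptor for prostaglandin F, -0.80 (standard error 0.172). Of 29 measured constrictor receptor genes none passed an FDR of 0.25 (7 higher and 3 lower when adjusted over the list alone; 9 at an unadjusted p under 0.05), with a mean log2 fold change of 0.20 and a median of 0.02 (adjusted p = 0.40 with an estimated correlation, 0.038 with the preset correlation). Cysltr1 and further members of the constrictor list are also made by leukocytes, whose markers in general had a mean log2 fold change of 0.65. The relaxant and constrictor lists were written after reading Table S2, which names some of their members, so their direction is not independent evidence. Without OVA 3 the log2 fold changes of Tas2r135 and Tas2r143 were -0.69 and -0.60 and the mean of the relaxant receptors was -0.06. Without OVA 1 that mean was -0.22. Ptger2, Tas2r135, Tas2r143, Cysltr1, Htr2a and Ptgfr passed an FDR of 0.25 with array weights over all 6 arrays (adjusted p from 0.0614 for Cysltr1 to 0.232 for Tas2r135 and Tas2r143), and Cysltr1 with median centring (adjusted p = 0.246). The weights nearly leave OVA 2 out (0.0852), and over all 6 arrays without weights each of these genes had an adjusted p of 0.892 from limma. Including OVA 2, the means were -0.19 for relaxant and 0.10 for constrictor receptors (adjusted p = 0.33 and 0.63). On OVA 2 the level of Cysltr1 was 7.91, just above the PBS arrays, and that of Htr2a 8.80, below them. From lower levels of receptors that relax smooth muscle, and no change detected in muscarinic and nicotinic receptors, the paper speculates that weaker relaxing signals contribute to the increased reactivity to methacholine.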

We speculate, therefore, that increased methacholine reactivity in asthma is attributable, at least, in part, to diminished input of signals that relax smooth muscle. Together, these studies show how coupling gene expression data from isolated lung smooth muscle cell populations to physiological assays can potentially elucidate the molecular basis for key pathophysiological properties of a diseased airway or vessel.

In summary, the development of the bi-fluorescent mouse and the capacity to isolate smooth muscle populations from the lung opens opportunities to study the biology of lung smooth muscle. This is particularly relevant since alterations in smooth muscle phenotype are a prominent and defining feature in diseases of the airway and pulmonary vasculature. In addition, our studies of BSMCs from an asthma model provide proof-of-principle evidence that this methodology, coupled with disease models, provides an invaluable and versatile tool for characterization of the signals and pathways involved in the initiation and maintenance of abnormal smooth muscle phenotypes [5], [8].

## Materials and Methods

### Mice and a Mouse Model of Acute Allergic Airway Inflammation

A transgenic mouse (*αSMA-hrGFP*) expressing hrGFP under the control of the rat α-smooth muscle actin (αSMA) gene promoter was generated [9]. *αSMA-hrGFP* mice selectively express hrGFP in smooth muscle cell populations *in vivo*. C57/Bl6 and *NG2-DsRed* transgenic mice that expresses the red fluorescent protein (DsRed.T1) under the control of the mouse *NG2* (*Cspg4*) promoter [10] were obtained from Jackson Laboratories (Bar Harbor, MN). The *αSMA-hrGFP;NG2-DsRed* mouse was generated by crossing *αSMA-hrGFP* with *NG2-DsRed* mice. To induce acute allergic airway inflammation, adult mice received two intraperitoneal (i.p.) injections of 50 µg ovalbumin (OVA) in Imject Alum (Thermo Scientific, Waltham, MA) on days 0 and 7, followed by 20-minute nebulizations with a 2% OVA solution on days 14, 15, 16, 17, and 18. Control mice were sensitized with PBS followed by 5 nebulizations with OVA solution. Mice were analyzed on day 19. Description of this model is included in the supplementary material section. All animal studies were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the NIH. The protocol was approved by the Boston University IACUC Committee (protocol number: AN-15112).

### Assessment of Key Features of Asthma in Sensitized Mice

Airway resistance (Rn) was determined using a FlexVent ventilator (Scireq Scientific Respiratory Equipment. Montreal, Canada) at tidal volume of 6–7 ml/kg, a positive-end expiratory pressure of 3 cm H_2_O, and a respiratory rate of 190 breaths/minute. Baseline airway resistance was measured after airway delivery of nebulized vehicle, and similar measurements were performed at increasing concentrations of nebulized methacholine (Mch (5 mg/ml, 10 mg/ml, 15 mg/ml). Data are presented as normalized to baseline level. After final measurements, the mouse was disconnected from the ventilator for organ and body fluid harvest. Mouse OVA-specific IgE plasma levels were determined using a commercial ELISA kit (MdBioProducts. St Paul, MN).

### Lung Cell Isolation, Cell Sorting and Flow Cytometry

Cell suspensions were obtained by digesting *αSMA-hrGFP;NG2-DsRed* mouse lungs with a commercially available Lung Dissociation Kit (Miltenyi Biotech, Auburn, CA). Cells were further stained with anti-mouse CD45 (30-F11) and CD31 (MEC 13.3) antibodies (BD Pharmingen, San Diego, CA). Isotype antibodies were used as controls. BSMCs (CD45^−^CD31^−^hrGFP^+^NG2DsRed^−^) and VSMCs (CD45^−^CD31^−^hrGFP^+^NG2DsRed^+^) were collected using a Moflo cell sorter (Beckman Coulter, Fullerton, CA). For flow cytometry, cells were stained with fluorochrome-conjugated mouse-specific mAbs prior to analysis on a LSRII cytometer (BD Biosciences), and data were analyzed using FlowJo software (Tree Star Inc., Ashland, OR).

### Single Cell Contractile Moment Determination

The innate contractile phenotype of BSMCs *in vitro* was assessed by traction force microscopy [6], [13]. Briefly, isolated BSMCs cells were cultured on collagen-1 coated polyacrylamide gel substrates (stiffness 4 kPa) previously embedded with fluorescent nanobeads. After 72 hrs, cells were attached and subjected to measurements. The nanobeads serve as fiducial markers of the cell-exerted displacements. Based on the displacement field and the intrinsic stiffness of the substrate, the cells’ net contractile moment was computed using MATLAB.

### Immunohistochemistry and Immunofluorescence

Lungs were fixed with 4% paraformaldehyde, paraffin embedded, sectioned, deparaffinized, and subjected to antigen retrieval prior to primary and secondary antibody incubation. A biotinylated anti-α-smooth muscle actin antibody (1A4), an anti-mouse collagen 6A1, and an anti-mouse adrenergic receptor β2 antibody were purchased from Thermo Scientific (Waltham, MA), Proteintech (Chicago, IL) and Abcam (Cambridge, MA) respectively. Mucin production and airway inflammation were determined by Periodic acid-schiff (PAS) and Hematoxilin Eosin (HE) (Sigma Aldrich. St. Louis, MO) stainings, respectively.

### BSMC mRNA Profiling

Total RNA from purified BSMCs was isolated using the RNeasy mini-kit from Qiagen (Qiagen, Valencia, CA). Because of limited amount of BSMC RNA per mouse, each RNA sample for the array study was pooled from 5–8 mice [22]. Three controls and three asthmatic samples were subjected to mRNA profiling using the Affymetrix^R^ Mouse Gene 1.0 ST Whole Transcript platform at the Boston University Microarray Resource. 

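On the OVA 2 array Pecam1, which encodes the endothelial protein CD31, had a level of 6.52, against 8.91 ± 0.47 (SD, n = 3) on the PBS arrays and 8.54 ± 0.09 (SD, n = 2) on OVA 1 and OVA 3. The mean level of 16 markers of endothelium was 7.02 on OVA 2 and between 8.13 and 8.95 on the other 5 arrays, while 16 markers of fibroblasts had a mean of 10.89 on OVA 2 and 10.62 to 11.01 on the others. Markers of smooth muscle had a mean of 10.26 on OVA 2, and Acta2 stood at 12.09 there. In a principal components analysis of all 6 arrays, component 1 held 61.3% of the variance and placed OVA 2 at 69.2 and the other 5 arrays between -24.1 and -9.52. Component 2 held 17.7% and placed PBS 1 and PBS 2 at -18.6 and -21.9, PBS 3 at -1.92, OVA 1 at 11.7 and OVA 3 at 26.8. Across genes, which are not independent replicates, Pearson's r was 0.9523 to 0.9634 between OVA 2 and the others and 0.9827 to 0.9945 among the other 5. The standard deviation of the levels was 1.72 on OVA 2 and 1.98 to 2.04 on the others.

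**Figure D3:**
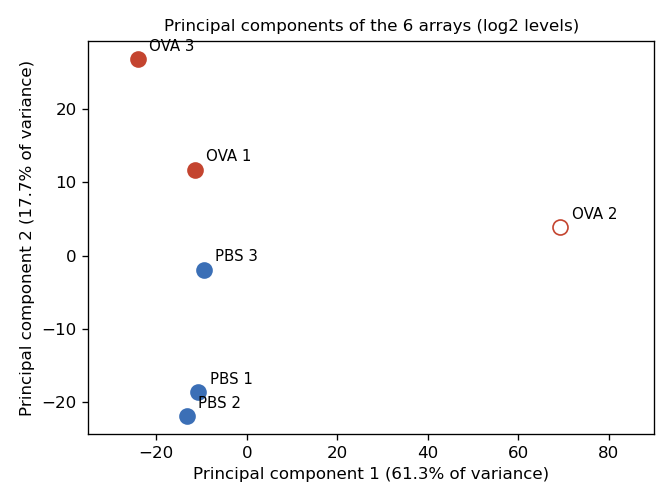
Principal components 1 and 2 of the log2 levels of the 6 arrays. Blue points are PBS sensitized samples, filled red points OVA 1 and OVA 3, and the open red point OVA 2, which lies at 69.2 on component 1.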

Due to technical issues with one asthma sample, this array was an outlier based on principal components analysis and therefore was excluded from the analysis. Microarray background correction, normalization and probeset summarization were performed with the fitProbeLevelModel function in the R package oligo [23]. Probe sets with no associated Entrez gene ID were filtered out, and when multiple probe sets had the same Entrez ID, only the one with the largest intra-quartile range across all samples was retained. Differential expression between asthmatic and control arrays was assessed for the resulting 20,719 probe sets with the R package limma using *p*-values based on empirical-Bayes moderated *t*-statistics [24]. The false-discovery rate (FDR) [25] was used to adjust for multiple hypothesis testing. The limma function roast [19] was used for self-contained gene set tests of select lists of genes reported as differentially expressed in earlier asthma-related studies, and the limma function camera [14] was used for competitive tests of all gene-sets from MSigDB [15] (v3.1; http://www.broadinstitute.org/gsea/msigdb) with gene IDs converted using the table of human/mouse orthologs from MGI (ftp://ftp.informatics.jax.org/pub/reports/). The microarray data have been deposited at GEO (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE45723.

### Real Time PCR Analysis

BSMC RNA from control and asthmatic mice was isolated using a RNAeasy Mini kit (Qiagen, Valencia, CA). cDNA was transcribed using the Promega Reverse Transcription System (Promega, Madison, WI). qPCR was performed in a StepOne Plus instrument (Applied Biosystems, Foster City, CA). Reactions were normalized to 18s rRNA. The relative gene expression was measured by normalizing to 18S RNA using ΔCt (cycle threshold difference). The numbers were then multiplied by an artificial unit to make the value of control samples between 1 and 10 before presentation in figures. qPCR was performed with fast SYBR reagent (Invitrogen, CA) or using Taqman^R^ probes (Invitrogen, CA). See Table S1 in File S1 for primers details.

### Statistical Analysis

Statistical analysis of microarray data is described in the section “BSMC mRNA profiling”. Other data are presented as mean +/− standard deviation (SD), with statistical analysis performed using Student’s t test. Significant differences are indicated by *p<0.05, **p<0.01, ***p<0.001.

## Supporting Information

File S1 **All supporting materials, including supplementary methods, tables, and figures are included in File S1.** Table S1 lists all primer sequences for real-time PCR. Table S2 lists all deregulated gene list in BSMCs from OVA sensitized mice. Figure S1 shows the sorting plot of dissociated lung cells. Figure S2 shows post-sort purity tests for sorted hrGFP^+^ and hrGFP^+^DsRed^+^ cells from the lungs of α*SMA-hrGFP+;NG2-DsRed+* mice. Figure S3 shows the examination of appropriate marker expression in sorted cell population. Figure S4 shows characterization of physical properties of BSMCs from a mouse model of chronic asthma. Figure S5 shows the concordance of our BSMCs array results with sets of genes identified as differentially expressed by previous asthma-related studies.
(PDF)

# Supplementary material for: A New Approach for the Study of Lung Smooth Muscle Phenotypes and Its Application in a Murine Model of Allergic Airway Inflammation
**Source:** PLoS One. 2013 Sep 9;8(9):e74469. doi: 10.1371/journal.pone.0074469
**Supplement:** File S1 — All supporting materials, including supplementary methods, tables, and figures are included in File S1. Table S1 lists all primer sequences for real-time PCR. Table S2 lists all deregulated gene list in BSMCs from OVA sensitized mice. Figure S1 shows the sorting plot of dissociated lung cells. Figure S2 shows post-sort purity tests for sorted hrGFP+ and hrGFP+DsRed+ cells from the lungs of αSMA-hrGFP+;NG2-DsRed+ mice. Figure S3 shows the examination of appropriate marker expression in sorted cell population. Figure S4 shows characterization of physical properties of BSMCs from a mouse model of chronic asthma. Figure S5 shows the concordance of our BSMCs array results with sets of genes identified as differentially expressed by previous asthma-related studies.

Supporting Materials

Supplementary Methods

Induction of chronic asthma. Mice were sensitized by two IP injections of OVA (50 µg) on day 0 and day 7. Mice were then subjected to OVA challenge by nebulization (2% OVA in PBS) for 5 consecutive days between day 14 and day 18 followed by a 9-day rest. The same two-week treatment, 5-day nebulization followed by 9-day rest, was repeated 4 more times before mice were analyzed. Control mice received OVA sensitization but not challenge.

Supplementary Tables

Table S1. Primer sequences for real-time PCR.

Gene	Sybr/Taqman	Sequence / Reference #	Amplicon (bp)
Cxcl5	Sybr	5'AGCATCTAGCTGAAGCTGCCCC 3'<br>5'CCGTAGGGCACTGTGGACCTG 3'	141
IL13R α 2	Sybr	5'TGGGAAGGTTACACAGGGCCAG 3'<br>5'TGGAGGCTCAATGTGGGTTTCAGGT 3'	131
Lcn2	Sybr	5'TCCGGGGCAGGTGGTACGTT 3'<br>5'CAGCCCTGGTCCTGGTCCCTGA 3'	154
Cyp2e1	Sybr	5'ACCTGCCCCCAGGACCTTTCC 3'<br>5'CCGAAGCGCTTTGCCAACTTGGTT 3'	103
GapDH	Sybr	5'AACCAGAAGACTGTGGATGG 3'<br>5'CACATTGGGGGTAGGAACAC 3'	171
Col6 α 5	Taqman	Hs00542046_m1	110
Adrb1	Taqman	Mm00431701_s1	76
Adrb2	Taqman	Mm02524224_s1	75

Table S2. Deregulated gene list in BSMCs from OVA sensitized mice.

The 443 genes with p -value < 0.01 for OVA vs. PBS control comparisons are listed, ordered by p -value. FDR is the associated false-discovery rate. LFC denotes $\log_2$ fold-change for OVA-sensitized arrays versus control arrays: negative LFC indicates down-regulation in BSMCs from OVA sensitized mice, and positive LFC indicates up-regulation. The first column gives the Affymetrix MoGene-1_0-st-v1.r4 probeset ID for the gene.

Probeset	SYMBOL	UNIGENE	ENTREZID	REFSEQ	LFC	p-value	FDR
10496001	Cfi	Mm.117180	12630	NM_007686	2.05	3.40E-06	0.071
10607206	Il13ra2	Mm.368330	16165	NM_008356	2.11	2.10E-05	0.22
10410007	Fbp1	Mm.423078	14121	NM_019395	2.22	3.20E-05	0.22
10496425	Adh7	Mm.8473	11529	NM_009626	-1.04	4.90E-05	0.23
10399854	Slc26a4	Mm.100187	23985	NM_011867	1.41	7.00E-05	0.23
10606355	Cysltr1	Mm.287166	58861	NM_021476	2.13	7.90E-05	0.23
10530421	Gabra4	Mm.248731	14397	NM_010251	-0.78	8.10E-05	0.23
10551293	Cyp2f2	Mm.4515	13107	NM_007817	-1.04	9.50E-05	0.23
10436100	Retnlg	Mm.231288	245195	NM_181596	1.01	1.00E-04	0.23
10498921	Tdo2	Mm.258622	56720	NM_019911	2.33	0.00011	0.23
10522324	Gabrb1	Mm.38567	14400	NM_008069	-0.96	0.00014	0.24
10492021	Postn	Mm.236067	50706	NM_001198765	0.67	0.00016	0.24
10400304	Egln3	Mm.133037	112407	NM_028133	1.88	0.00016	0.24
10596403	Col6a5	Mm.39826	665033	NM_001167923	3.5	0.00016	0.24
10438904	Lrrc15	Mm.290677	74488	NM_028973	1.17	0.00022	0.31
10599463	Xpnpep2	Mm.129279	170745	NM_133213	-0.82	0.00024	0.31
10565910	Plekhb1	Mm.26633	27276	NM_001163182	-0.71	0.00027	0.33
10502565	Clca2	Mm.20897	80797	NM_030601	1.37	0.00035	0.35
10379524	Ccl11	Mm.4686	20292	NM_011330	1.16	0.00036	0.35
10419568	Ear11	Mm.153688	93726	NM_053113	4.2	0.00037	0.35
10403413	Idi1	Mm.29847	319554	NM_145360	0.84	0.00037	0.35
10432492	Faim2	Mm.39760	72393	NM_001038658	-0.67	4.00E-04	0.35
10417212	Itgbl1	Mm.383176	223272	NM_145467	-0.97	0.00042	0.35
10462435	Mlana	Mm.138437	77836	NM_029993	-0.68	0.00042	0.35
10542335	Gprc5a	Mm.23575	232431	NM_181444	-0.66	0.00043	0.35
10495136	Chia	Mm.46418	81600	NM_023186	2.33	0.00044	0.35
10363415	Spock2	Mm.153429	94214	NM_052994	-1	0.00048	0.35
10402435	Serpina3c	Mm.422814	16625	NM_008458	1.08	5.00E-04	0.35
10471216	Lamc3	Mm.302362	23928	NM_011836	-0.67	5.00E-04	0.35
10451123	Slc29a1	Mm.29744	63959	NM_001199113	-0.56	0.00053	0.35
10403291	Akr1c14	Mm.26838	105387	NM_134072	-0.88	0.00058	0.35

10389929	Cacna1g	Mm.29585	12291	NM_001112813	-0.59	0.00059	0.35
10534493	Ccl24	Mm.31505	56221	NM_019577	1.45	6.00E-04	0.35
10470014	Entpd2	Mm.482100	12496	NM_009849	-0.69	6.00E-04	0.35
10352867	Plxna2	Mm.2251	18845	NM_008882	-0.57	0.00061	0.35
10494817	Ngf	Mm.1259	18049	NM_001112698	-0.76	0.00062	0.35
10511835	Fhl5	Mm.87325	57756	NM_021318	0.8	0.00065	0.35
10523120	Cxcl5	Mm.4660	20311	NM_009141	1.99	0.00066	0.35
10446229	Tnfsf9	Mm.41171	21950	NM_009404	-0.78	0.00067	0.35
10471247	Aif1l	Mm.24838	108897	NM_145144	1.39	0.00069	0.35
10441233	Mx1	Mm.33996	17857	NM_010846	0.79	7.00E-04	0.35
10502816	Gipc2	Mm.97	54120	NM_016867	-0.52	0.00073	0.35
10564417	Aldh1a3	Mm.140988	56847	NM_053080	1.65	0.00078	0.37
10459229	Pcyox1l	Mm.234457	240334	NM_172832	1.07	0.00082	0.38
10421810	1190002H23Rik	Mm.29811	66214	NM_025427	-0.56	0.00084	0.38
10559580	Syt5	Mm.358663	53420	NM_016908	-0.67	0.00085	0.38
10386211	Fam183b	Mm.296819	75429	NM_001162878	-0.89	0.00087	0.38
10497066	Zranb2	Mm.259036	53861	NM_017381	0.6	0.00091	0.38
10599335	Mcts1	Mm.262453	68995	NM_026902	0.58	0.00095	0.38
10502805	Ptgfr	Mm.331442	19220	NM_008966	-0.82	0.00096	0.38
10479938	Echdc3	Mm.38342	67856	NM_024208	0.9	0.00096	0.38
10496656	Col24a1	Mm.235570	71355	NM_027770	0.56	0.001	0.4
10525932	Tmem132c	Mm.444235	208213	NM_175432	-0.76	0.001	0.4
10401109	Gpx2	Mm.441856	14776	NM_030677	-0.63	0.0011	0.4
10396952	Ttc9	Mm.130002	69480	NM_001033149	-0.83	0.0011	0.4
10403073	Ighg	Mm.342177	380794	XM_001472541	1.34	0.0011	0.4
10538187	Gpnmb	Mm.302602	93695	NM_053110	-1.09	0.0011	0.4
10469255	Prkcq	Mm.329993	18761	NM_008859	0.94	0.0012	0.4
10491721	Spry1	Mm.330986	24063	NM_011896	-0.48	0.0012	0.4
10393904	Notum	Mm.32839	77583	NM_175263	-0.75	0.0012	0.4
10391444	Rundc1	Mm.490557	217201	NM_172566	0.77	0.0013	0.4
10564624	St8sia2	Mm.4954	20450	NM_009181	-0.85	0.0013	0.4
10413813	Galntl2	Mm.40681	78754	NM_030166	-1	0.0013	0.4
10356886	Slco4c1	Mm.11662	227394	NM_172658	0.61	0.0014	0.4
10498653	1110032A04Rik	Mm.45481	66183	NM_001164210	-0.51	0.0014	0.4
10427391	Ewsr1	Mm.142822	14030	NM_007968	0.47	0.0014	0.4
10365344	Tcp11l2	Mm.296142	216198	NM_146008	-0.45	0.0014	0.4
10487011	Gatm	Mm.29975	67092	NM_025961	1.8	0.0014	0.4
10351455	Rgs5	Mm.20954	19737	NM_009063	1.15	0.0014	0.4
10486255	Oip5	Mm.246412	70645	NM_001042653	0.49	0.0015	0.4
10569429	Cdkn1c	Mm.168789	12577	NM_001161624	-0.49	0.0016	0.4
10526783	Nxpe5	Mm.156846	381680	NM_001013773	0.44	0.0016	0.4
10351873	Pyhin1	Mm.447	236312	NM_175026	1.19	0.0016	0.4

10432918	Krt8	Mm.358618	16691	NM_031170	-0.83	0.0016	0.4
10460468	Ctsf	Mm.29561	56464	NM_019861	-0.55	0.0016	0.4
10365891	Tmcc3	Mm.23047	319880	NM_001168684	-0.5	0.0017	0.4
10533050	Hspb8	Mm.21549	80888	NM_030704	-0.43	0.0017	0.4
10551282	Cyp2a5	Mm.389848	13087	NM_007812	-0.49	0.0017	0.4
10376868	Trpv2	Mm.288064	22368	NM_011706	0.98	0.0017	0.4
10502359	Dapp1	Mm.254835	26377	NM_011932	0.88	0.0017	0.4
10458323	Nrg2	Mm.380390	100042150	NM_001167891	-0.6	0.0018	0.4
10608681	Gm4841	Mm.329460	225594	NM_001034859	0.83	0.0018	0.4
10420668	Mir15a	NA	387174	NR_029733	-0.61	0.0018	0.4
10518526	Angptl7	Mm.388929	654812	NM_001039554	-1.29	0.0018	0.4
10583314	Taf1d	Mm.354115	75316	NM_026541	0.46	0.0018	0.4
10376326	Irgm2	Mm.458517	54396	NM_019440	0.46	0.0019	0.4
10451641	9830107B12Rik	Mm.466999	328829	NM_001177896	0.49	0.0019	0.4
10519998	Lrrc17	Mm.439963	74511	NM_028977	-0.59	0.0019	0.4
10420483	Phf11	Mm.254918	219131	NM_172603	0.53	0.002	0.4
10362186	Moxd1	Mm.285934	59012	NM_021509	1.71	0.002	0.4
10414271	Ptger2	Mm.4630	19217	NM_008964	0.62	0.002	0.4
10467206	Ppp1r3c	Mm.24724	53412	NM_016854	0.56	0.002	0.4
10412729	Sntn	Mm.39919	218739	NM_177624	-1.15	0.002	0.4
10555510	Pde2a	Mm.247564	207728	NM_001008548	0.91	0.002	0.4
10475517	AA467197	Mm.36783	433470	NM_001004174	1.27	0.002	0.4
10462973	Hells	Mm.392920	15201	NM_008234	0.7	0.002	0.4
10575873	Osgin1	Mm.272357	71839	NM_027950	-0.61	0.0021	0.4
10398039	Serpina3f	Mm.483584	238393	NM_001033335	1.73	0.0021	0.4
10501026	Chi3l4	Mm.425140	104183	NM_145126	1.28	0.0021	0.4
10493640	Nup210l	Mm.159949	77595	NM_029937	-0.64	0.0021	0.4
10598093	Tarm1	Mm.245747	245126	NM_177363	0.74	0.0022	0.4
10395356	Agr3	Mm.190508	403205	NM_207531	-0.95	0.0022	0.4
10498018	Pcdh18	Mm.87246	73173	NM_130448	-0.5	0.0022	0.4
10356335	Nmur1	Mm.389159	14767	NM_010341	0.55	0.0023	0.4
10543524	Gcc1	Mm.332950	74375	NM_028900	-0.56	0.0023	0.4
10538791	Tnip3	Mm.117558	414084	NM_001001495	1.03	0.0023	0.4
10462922	Plce1	Mm.34031	74055	NM_019588	-0.77	0.0023	0.4
10540298	Chl1	Mm.251288	12661	NM_007697	2.08	0.0023	0.4
10453055	Gm10494	Mm.414347	100038718	NR_033462	0.55	0.0023	0.4
10570291	F10	Mm.262589	14058	NM_001242368	0.71	0.0023	0.4
10385518	Tgtp1	Mm.15793	21822	NM_011579	0.46	0.0023	0.4
10448117	Has1	Mm.255701	15116	NM_008215	-0.9	0.0023	0.4
10407281	Esm1	Mm.38929	71690	NM_023612	-0.46	0.0024	0.4
10438769	Cldn1	Mm.289441	12737	NM_016674	-0.58	0.0024	0.4
10408162	Zfp322a	Mm.286454	218100	NM_001111107	0.44	0.0024	0.4
10408081	Hist1h1b	Mm.221314	56702	NM_020034	0.93	0.0024	0.4

10427026	Grasp	Mm.276573	56149	NM_019518	-0.52	0.0024	0.4
10366653	Wif1	Mm.32831	24117	NM_011915	-0.67	0.0024	0.4
10374083	Aebp1	Mm.4665	11568	NM_009636	-0.5	0.0024	0.4
10497051	Negr1	Mm.317293	320840	NM_001039094	-0.76	0.0025	0.4
10537785	Tas2r143	Mm.377921	387514	NM_001001452	-1.07	0.0025	0.4
10540359	Cntn4	Mm.321683	269784	NM_001109749	-0.62	0.0025	0.4
10447702	Ppih	Mm.304080	66101	NM_001110129	0.46	0.0025	0.4
10444890	Ier3	Mm.25613	15937	NM_133662	-0.53	0.0025	0.4
10541587	Clec4a2	Mm.47384	26888	NM_001170332	0.6	0.0025	0.4
10510047	Gm10565	Mm.402714	100038693	NR_027137	0.42	0.0026	0.4
10367600	Esr1	Mm.463262	13982	NM_007956	-0.46	0.0026	0.4
10492558	Smc4	Mm.206841	70099	NM_133786	0.51	0.0026	0.4
10491477	Sox2	Mm.65396	20674	NM_011443	-0.58	0.0026	0.4
10537787	Tas2r135	Mm.377919	387512	NM_199159	-1.22	0.0026	0.4
10359948	Uap1	Mm.27969	107652	NM_133806	-0.59	0.0026	0.4
10392739	Sdk2	Mm.130504	237979	NM_172800	-0.65	0.0026	0.4
10542156	Clec2d	Mm.197536	93694	NM_053109	0.53	0.0027	0.4
10509568	Camk2n1	Mm.41603	66259	NM_025451	-0.73	0.0027	0.4
10408870	Tbc1d7	Mm.269213	67046	NM_001252639	0.85	0.0027	0.4
10436783	Sod1	Mm.276325	20655	NM_011434	-0.4	0.0027	0.4
10478525	Wfdc2	Mm.27289	67701	NM_026323	-0.56	0.0027	0.4
10451805	Sgol1	Mm.153202	72415	NM_028232	0.62	0.0027	0.4
10551226	Cyp2a4	Mm.154643	13086	NM_009997	-0.73	0.0028	0.4
10404063	Hist1h2ab	Mm.423402	319172	NM_175660	1.55	0.0028	0.4
10578916	Sc4mol	Mm.30119	66234	NM_025436	0.59	0.0028	0.4
10393449	Socs3	Mm.3468	12702	NM_007707	-0.51	0.0028	0.4
10538459	Aqp1	Mm.18625	11826	NM_007472	-0.6	0.0028	0.4
10434089	Ccdc74a	Mm.297777	72315	NM_001166164	-0.45	0.0028	0.4
10494632	Adam30	Mm.50711	71078	NM_027665	-0.42	0.0029	0.4
10570483	Arhgef10	Mm.240298	234094	NM_001037736	-0.42	0.0029	0.4
10363231	Smpdl3a	Mm.2379	57319	NM_020561	-0.45	0.0029	0.4
10541071	8430408G22Rik	Mm.38231	213393	NM_001166580	-0.73	0.0029	0.4
10524327	Mn1	Mm.332576	433938	NM_001081235	-0.41	0.0029	0.41
10607225	Lrch2	Mm.30506	210297	NM_001081173	0.76	0.003	0.41
10364035	Gm5779	Mm.349862	544707	NR_033602	0.43	0.003	0.41
10435043	Tm4sf19	Mm.484240	277203	NM_001160402	0.55	0.003	0.41
10531994	Gbp6	Mm.275893	100702	NM_194336	0.53	0.003	0.41
10489701	Ocstamp	Mm.72179	74614	NM_029021	0.46	0.003	0.41
10513739	Tnc	Mm.454219	21923	NM_011607	1.04	0.0031	0.41
10544417	Epha1	Mm.133330	13835	NM_023580	-0.52	0.0031	0.41
10500938	Wnt2b	Mm.10740	22414	NM_009520	-0.55	0.0032	0.41
10463476	Kazald1	Mm.24417	107250	NM_178929	-0.43	0.0032	0.41
10399087	Ncapg2	Mm.21516	76044	NM_133762	0.51	0.0033	0.41

10467319	Rbp4	Mm.2605	19662	NM_001159487	-0.47	0.0033	0.41
10525158	Oas1b	Mm.233471	23961	NM_001083925	0.69	0.0033	0.41
10416251	Egr3	Mm.103737	13655	NM_018781	-0.62	0.0033	0.41
10572461	Gm16486	Mm.462671	637079	XM_912668	-0.58	0.0033	0.41
10453738	Fzd8	Mm.184289	14370	NM_008058	-0.46	0.0033	0.41
10349157	Serpinb2	Mm.271870	18788	NM_001174170	0.89	0.0033	0.41
10352000	Kmo	Mm.27217	98256	NM_133809	0.93	0.0034	0.42
10585286	Arhgap20	Mm.400352	244867	NM_175535	-0.69	0.0034	0.42
10405633	Ntrk2	Mm.130054	18212	NM_001025074	-0.9	0.0034	0.42
10406536	Tmem167	Mm.241387	66074	NM_025335	0.46	0.0034	0.42
10493850	Sprp2a1	Mm.6853	20755	NM_011468	0.4	0.0035	0.42
10404069	Hist1h1a	Mm.377137	80838	NM_030609	0.58	0.0035	0.42
10608655	H60a	Mm.387042	15101	NM_010400	0.56	0.0036	0.42
10438753	Leprel1	Mm.483044	210530	NM_173379	0.86	0.0036	0.42
10563108	Snord35a	NA	27211	NR_000003	0.68	0.0036	0.42
10375838	Col23a1	Mm.154093	237759	NM_153393	-0.41	0.0036	0.42
10542959	Bet1	Mm.286457	12068	NM_009748	0.4	0.0036	0.42
10450161	H2-Ea-ps	Mm.15680	100504404	NM_010381	0.6	0.0036	0.42
10361089	Fam71a	Mm.61148	619288	NM_001109759	-0.9	0.0036	0.42
10429491	Arc	Mm.25405	11838	NM_018790	-0.54	0.0036	0.42
10416023	Scara5	Mm.83840	71145	NM_001168318	-0.91	0.0036	0.42
10421877	Diap3	Mm.440585	56419	NM_019670	0.83	0.0037	0.42
10441718	Park2	Mm.311110	50873	NM_016694	-0.43	0.0037	0.42
10517600	Pink1	Mm.18539	68943	NM_026880	-0.39	0.0037	0.42
10606333	Fndc3c1	Mm.298000	333564	NM_001007580	0.76	0.0037	0.42
10549108	Abcc9	Mm.35670	20928	NM_001044720	-0.45	0.0038	0.42
10404874	Myliip	Mm.212855	218203	NM_153789	-0.52	0.0038	0.42
10499130	Rnu73b	NA	19871	NR_004418	0.61	0.0038	0.42
10482172	Zbtb26	Mm.383299	320633	NM_199025	0.39	0.0039	0.42
10558496	Lrrc27	Mm.17757	76612	NM_001143755	0.79	0.0039	0.42
10428672	Dscc1	Mm.486550	72107	NM_183089	0.4	0.0039	0.42
10377774	Mgl2	Mm.222465	216864	NM_145137	1.07	0.004	0.42
10368041	3110003A17Rik	Mm.276041	73112	NM_028440	0.45	0.004	0.42
10419167	Ptgdr	Mm.5105	19214	NM_008962	0.72	0.004	0.42
10599192	Lonrf3	Mm.327654	74365	NM_028894	-0.67	0.0041	0.42
10388430	Serpinf1	Mm.2044	20317	NM_011340	-0.41	0.0041	0.42
10354141	Lonrf2	Mm.487137	381338	NM_001029878	-0.49	0.0041	0.42
10497505	Nlgn1	Mm.316080	192167	NM_001163387	-0.4	0.0041	0.42
10595787	Atr	Mm.212462	245000	NM_019864	-0.38	0.0041	0.42
10544837	Tril	Mm.422727	66873	NM_025817	-0.63	0.0041	0.42
10608710	Ahsp	Mm.423023	170812	NM_133245	0.8	0.0041	0.42
10405918	Rsl1	Mm.284988	380855	NM_001013769	0.57	0.0042	0.42
10568536	Cpxm2	Mm.471654	55987	NM_018867	-0.42	0.0042	0.42

10388042	6330403K07Rik	Mm.27768	103712	NM_134022	-0.58	0.0042	0.42
10552743	Il4i1	Mm.2565	14204	NM_010215	0.82	0.0043	0.42
10426081	Fam19a5	Mm.244319	106014	NM_001252310	-0.71	0.0043	0.42
10416406	Htr2a	Mm.214351	15558	NM_172812	0.7	0.0043	0.42
10422537	Nalcn	Mm.255348	338370	NM_177393	-0.52	0.0043	0.42
10603087	Pir	Mm.293463	69656	NM_027153	-0.58	0.0043	0.42
10479902	Dhtkd1	Mm.222517	209692	NM_001081131	-0.38	0.0043	0.42
10479761	Meig1	Mm.2688	104362	NM_008579	-0.6	0.0043	0.42
10462398	Pdcd1lg2	Mm.116737	58205	NM_021396	1.02	0.0043	0.42
10531100	Sult1d1	Mm.6824	53315	NM_016771	-0.84	0.0043	0.42
10519913	Magi2	Mm.332231	50791	NM_001170745	-0.4	0.0043	0.42
10473058	Osbpl6	Mm.240435	99031	NM_145525	-0.6	0.0044	0.42
10421269	Sorbs3	Mm.5068	20410	NM_011366	-0.38	0.0044	0.42
10401607	Pgf	Mm.4809	18654	NM_008827	0.87	0.0044	0.42
10356601	Per2	Mm.482463	18627	NM_011066	-0.51	0.0044	0.42
10366043	Dusp6	Mm.1791	67603	NM_026268	-0.53	0.0044	0.42
10416958	Mir92-1	NA	751549	NR_029816	-0.49	0.0044	0.42
10398052	Serpina3h	Mm.390522	546546	NM_001034870	1.18	0.0045	0.42
10523145	Cxcl15	Mm.64326	20309	NM_011339	0.89	0.0045	0.42
10427772	Tars	Mm.286061	110960	NM_033074	0.45	0.0046	0.42
10374356	Vstm2a	Mm.284015	211739	NM_145967	-0.5	0.0046	0.42
10349529	Thsd7b	Mm.380518	210417	NM_172485	-0.38	0.0046	0.42
10476728	Dtd1	Mm.28109	66044	NM_025314	-0.38	0.0046	0.42
10531980	Gbp9	Mm.425261	236573	NM_172777	0.41	0.0047	0.43
10345025	Iars	Mm.21118	105148	NM_172015	0.42	0.0047	0.43
10379535	Ccl8	Mm.42029	20307	NM_021443	2.16	0.0048	0.43
10494114	Selenbp1	Mm.196558	20341	NM_009150	-0.68	0.0049	0.44
10582427	Cbfa2t3	Mm.194339	12398	NM_001109873	-0.65	0.0049	0.44
10533145	Tpcn1	Mm.114054	252972	NM_145853	-0.43	0.005	0.44
10424113	Mal2	Mm.410994	105853	NM_178920	-0.68	0.005	0.44
10551197	Cyp2b10	Mm.218749	13088	NM_009999	-0.96	0.005	0.44
10362073	Sgk1	Mm.28405	20393	NM_001161845	-0.45	0.005	0.44
10521824	Sod3	Mm.2407	20657	NM_011435	0.4	0.005	0.44
10408638	1700026J04Rik	Mm.380836	71864	NM_027967	-0.38	0.005	0.44
10497381	Cyp7b1	Mm.316000	13123	NM_007825	0.54	0.005	0.44
10355259	Myl1	Mm.1000	17901	NM_001113387	0.46	0.0051	0.44
10467897	Cyp2c44	Mm.329866	226143	NM_001001446	-0.55	0.0051	0.44
10427125	Igfbp6	Mm.358609	16012	NM_008344	-0.69	0.0051	0.44
10403943	Hist1h2bm	Mm.277425	319186	NM_178200	0.77	0.0051	0.44
10567355	Gprc5b	Mm.103439	64297	NM_001195774	-0.47	0.0051	0.44
10500011	Tuft1	Mm.10214	22156	NM_011656	-0.4	0.0051	0.44
10497203	Hey1	Mm.29581	15213	NM_010423	-0.41	0.0052	0.44
10550956	Ethe1	Mm.29553	66071	NM_023154	0.63	0.0052	0.44

10576495	Trim67	Mm.422769	330863	NM_198632	-0.41	0.0052	0.44
10354389	Slc39a10	Mm.233889	227059	NM_172653	-0.37	0.0053	0.44
10461454	1810006K21Rik	Mm.375100	69038	NM_001163431	0.4	0.0053	0.44
10414262	Ear2	Mm.327386	13587	NM_007895	1.27	0.0053	0.44
10530145	Tlr1	Mm.273024	21897	NM_030682	0.69	0.0053	0.44
10584208	Cdon	Mm.80509	57810	NM_021339	-0.47	0.0054	0.44
10428604	Tnfrsf11b	Mm.15383	18383	NM_008764	0.54	0.0054	0.44
10471555	Angptl2	Mm.208919	26360	NM_011923	-0.41	0.0054	0.44
10406968	Cenpk	Mm.281498	60411	NM_021790	0.76	0.0054	0.44
10435752	Lsamp	Mm.310524	268890	NM_175548	-0.47	0.0054	0.44
10412036	Apoo-ps	Mm.343319	621156	NR_004438	0.51	0.0054	0.44
10541885	Scnn1a	Mm.144114	20276	NM_011324	-0.64	0.0055	0.44
10498620	Trim59	Mm.490341	66949	NM_025863	0.41	0.0055	0.44
10368343	Arg1	Mm.154144	11846	NM_007482	0.83	0.0055	0.44
10371296	Glt8d2	Mm.191281	74782	NM_029102	-0.48	0.0055	0.44
10439114	lqcg	Mm.485493	69707	NM_178378	-0.75	0.0055	0.44
10571680	MLf1ip	Mm.217385	71876	NM_027973	0.55	0.0056	0.44
10508382	Ak2	Mm.29460	11637	NM_001033966	0.58	0.0056	0.44
10425283	Maff	Mm.86646	17133	NM_010755	-0.78	0.0056	0.44
10586865	Aldh1a2	Mm.42016	19378	NM_009022	0.77	0.0056	0.44
10458052	Epb4.1l4a	Mm.3465	13824	NM_013512	-0.48	0.0057	0.45
10504424	Reck	Mm.331573	53614	NM_016678	-0.55	0.0058	0.45
10505489	Pappa	Mm.317854	18491	NM_021362	-0.54	0.0058	0.45
10432972	Rarg	Mm.1273	19411	NM_001042727	-0.34	0.0059	0.45
10561128	Cyp2s1	Mm.275188	74134	NM_028775	-1.33	0.0059	0.45
10605431	Rab39b	Mm.45148	67790	NM_175122	1.29	0.0059	0.45
10504957	Smc2	Mm.2999	14211	NM_008017	0.55	0.0059	0.45
10554969	Odz4	Mm.254610	23966	NM_011858	-0.41	0.006	0.45
10438517	Alg3	Mm.24950	208624	NM_145939	0.69	0.006	0.45
10529875	Ldb2	Mm.25785	16826	NM_001077398	-0.34	0.006	0.45
10447294	Prkce	Mm.24614	18754	NM_011104	-0.41	0.006	0.45
10462281	Vldlr	Mm.4141	22359	NM_001161420	-0.66	0.006	0.45
10388254	Aspa	Mm.293574	11484	NM_023113	-0.74	0.006	0.45
10532019	Gbp11	Mm.458435	634650	NM_001039647	0.39	0.0061	0.45
10378068	Xaf1	Mm.291131	327959	NM_001037713	0.49	0.0061	0.45
10576807	Cd209d	Mm.111026	170779	NM_130904	0.94	0.0061	0.45
10546853	Srgap3	Mm.236401	259302	NM_080448	-0.4	0.0061	0.45
10576010	Gse1	Mm.334856	382034	NM_001145896	-0.38	0.0061	0.45
10479925	5430407P10Rik	Mm.133542	227545	NM_001159657	0.65	0.0062	0.45
10466728	1700028P14Rik	Mm.443287	67483	NM_026188	-0.67	0.0062	0.45
10466530	Pcsk5	Mm.3401	18552	NM_001163144	0.38	0.0063	0.45
10533345	Aldh2	Mm.284446	11669	NM_009656	-0.36	0.0063	0.45
10372226	Myf5	Mm.4984	17877	NM_008656	-0.5	0.0063	0.45

10344966	Ly96	Mm.116844	17087	NM_001159711	0.49	0.0063	0.45
10541564	Clec4a3	Mm.25684	73149	NM_001204241	1.17	0.0063	0.45
10458569	Nr3c1	Mm.129481	14815	NM_008173	-0.4	0.0063	0.45
10540401	Lrrn1	Mm.428543	16979	NM_008516	-0.66	0.0063	0.45
10523563	Cds1	Mm.46764	74596	NM_173370	-0.5	0.0064	0.45
10422436	Dock9	Mm.441054	105445	NM_001081039	-0.54	0.0064	0.45
10483679	Gpr155	Mm.465902	68526	NM_001080707	-0.52	0.0064	0.45
10445338	Enpp5	Mm.30145	83965	NM_001168620	-0.43	0.0065	0.45
10478258	Lpin3	Mm.292111	64899	NM_001199118	0.43	0.0065	0.45
10457475	Abhd3	Mm.273108	106861	NM_134130	-0.4	0.0066	0.46
10348632	Twist2	Mm.9474	13345	NM_007855	-0.51	0.0066	0.46
10368409	Lama2	Mm.256087	16773	NM_008481	-0.7	0.0067	0.46
10404061	Hist1h2bb	Mm.390567	319178	NM_175664	0.92	0.0067	0.46
10429506	Lypd2	Mm.306880	68311	NM_026671	-0.37	0.0067	0.46
10487340	Ncaph	Mm.29786	215387	NM_144818	0.9	0.0067	0.46
10432032	Vdr	Mm.245084	22337	NM_009504	0.74	0.0067	0.46
10476945	Cst7	Mm.12965	13011	NM_009977	0.58	0.0068	0.46
10593634	Elmod1	Mm.259791	270162	NM_177769	-0.83	0.0068	0.46
10405892	Gm10767	Mm.405005	100038538	NM_001177750	0.51	0.0068	0.46
10496251	Bdh2	Mm.45121	69772	NM_001172055	-0.46	0.0069	0.46
10394971	Klf11	Mm.9616	194655	NM_178357	-0.34	0.0069	0.46
10581289	Atp6v0d1	Mm.17708	11972	NM_013477	0.59	0.007	0.46
10495574	Sass6	Mm.440836	72776	NM_028349	0.51	0.007	0.46
10492689	Pdgfc	Mm.331089	54635	NM_019971	0.55	0.007	0.46
10438415	Iglv1	Mm.326349	16142	NA	0.82	0.007	0.46
10535053	Prkar1b	Mm.306163	19085	NM_001253890	-0.34	0.007	0.46
10471814	Gpr21	Mm.445325	338346	NM_177383	0.5	0.007	0.46
10444957	Ppp1r10	Mm.29385	52040	NM_001163818	-0.42	0.007	0.46
10436947	Kcne2	Mm.156736	246133	NM_134110	-0.34	0.007	0.46
10495625	Dpyd	Mm.27907	99586	NM_170778	-0.66	0.007	0.46
10521731	Ncapg	Mm.32012	54392	NM_019438	0.76	0.0071	0.46
10358978	Ier5	Mm.12246	15939	NM_010500	-0.46	0.0071	0.46
10588226	Amotl2	Mm.21145	56332	NM_019764	-0.39	0.0071	0.46
10548375	Clec7a	Mm.239516	56644	NM_020008	1.18	0.0072	0.46
10608675	Serpina3k	Mm.291569	20714	NM_011458	0.89	0.0072	0.46
10378749	1700016K19Rik	Mm.271247	74230	NM_198637	-0.6	0.0073	0.46
10603266	Nudt10	Mm.426101	102954	NM_001031664	-0.45	0.0073	0.46
10602033	Cldn2	Mm.117068	12738	NM_016675	0.96	0.0073	0.46
10580282	Junb	Mm.1167	16477	NM_008416	-0.38	0.0073	0.46
10346191	Stat1	Mm.277406	20846	NM_001205313	0.4	0.0074	0.46
10606366	Zcchc5	Mm.85581	213436	NM_199468	-0.64	0.0074	0.46
10418247	Pde12	Mm.290758	211948	NM_178668	-0.66	0.0075	0.46
10469110	Usp6nl	Mm.40673	98910	NM_001080548	0.38	0.0075	0.46

10433885	Cebpd	Mm.347407	12609	NM_007679	-0.6	0.0075	0.46
10527936	Fzd1	Mm.246003	14362	NM_021457	-0.33	0.0075	0.46
10425299	Tomm22	Mm.246435	223696	NM_172609	0.42	0.0075	0.46
10566350	Trim30b	Mm.347647	244183	NM_175648	0.41	0.0076	0.46
10428066	1700084J12Rik	Mm.483393	73486	NM_028551	0.36	0.0076	0.46
10381776	Mapt	Mm.1287	17762	NM_001038609	-0.43	0.0076	0.46
10509267	Wnt4	Mm.20355	22417	NM_009523	-0.34	0.0076	0.46
10569504	Tnfrsf23	Mm.290780	79201	NM_024290	0.87	0.0076	0.46
10534142	Sbds	Mm.280484	66711	NM_023248	-0.36	0.0077	0.46
10537789	Tas2r126	Mm.377914	387353	NM_207028	-0.53	0.0077	0.46
10530059	Sel1l3	Mm.235020	231238	NM_172710	1.16	0.0077	0.46
10538163	Abp1	Mm.213898	76507	NM_001161621	1.46	0.0077	0.46
10549647	Ncr1	Mm.240231	17086	NM_010746	0.56	0.0077	0.46
10497582	Tmem212	Mm.59189	208613	NM_001164437	-0.78	0.0077	0.46
10346365	Sgol2	Mm.32800	68549	NM_001177867	0.76	0.0078	0.46
10504234	Unc13b	Mm.128892	22249	NM_001081413	-0.37	0.0078	0.46
10458663	Dpysl3	Mm.428551	22240	NM_001136086	0.42	0.0079	0.46
10494085	Selenbp2	Mm.225405	20342	NM_019414	-0.59	0.0079	0.46
10508734	Ptafr	Mm.89389	19204	NM_001081211	0.83	0.0079	0.46
10426110	Pim3	Mm.400129	223775	NM_145478	-0.46	0.0079	0.46
10469816	Il1rn	Mm.882	16181	NM_001039701	0.8	0.008	0.46
10587315	Gsta4	Mm.2662	14860	NM_010357	-0.59	0.008	0.46
10598976	Timp1	Mm.8245	21857	NM_001044384	1.14	0.008	0.46
10535006	BC037034	Mm.164493	231807	NM_153161	0.49	0.008	0.46
10400546	Fbxo33	Mm.311026	70611	NM_001033156	-0.35	0.008	0.46
10583145	Tmem123	Mm.283293	71929	NM_133739	0.38	0.008	0.46
10491962	Foxo1	Mm.29891	56458	NM_019739	-0.37	0.008	0.46
10491860	Phf17	Mm.286285	269424	NM_001130184	-0.4	0.008	0.46
10383088	Gaa	Mm.4793	14387	NM_001159324	-0.39	0.008	0.46
10608698	Zfp429	Mm.303790	72807	NM_001080941	0.4	0.0081	0.46
10556141	Olfr495	Mm.223052	258361	NM_146364	-0.37	0.0082	0.46
10419156	Ear10	Mm.429087	93725	NM_053112	1.18	0.0082	0.46
10353252	Gm106	Mm.131665	226866	NM_001033288	1.09	0.0082	0.46
10565067	Nmb	Mm.22246	68039	NM_026523	-0.37	0.0082	0.46
10583519	Icam1	Mm.435508	15894	NM_010493	-0.43	0.0084	0.46
10525591	Kntc1	Mm.441089	208628	NM_001042421	0.8	0.0084	0.46
10436095	Retnla	Mm.441868	57262	NM_020509	2.7	0.0085	0.46
10362472	Rsph4a	Mm.131949	212892	NM_001162957	-1.1	0.0085	0.46
10604832	Mir505	NA	751545	NR_030499	-0.91	0.0085	0.46
10409061	Mirlet7f-1	NA	387252	NR_029731	-0.34	0.0085	0.46
10428302	Klf10	Mm.4292	21847	NM_013692	-0.58	0.0085	0.46
10477970	Src	Mm.22845	20779	NM_001025395	0.37	0.0085	0.46
10580183	Ier2	Mm.399	15936	NM_010499	-0.51	0.0085	0.46

10502898	Ube2l3	Mm.3074	22195	NM_009456	0.35	0.0086	0.46
10398069	Serpina3m	Mm.395085	20717	NM_009253	1.07	0.0086	0.46
10435457	Parp9	Mm.49074	80285	NM_030253	0.35	0.0086	0.46
10518847	Phf13	Mm.25582	230936	NM_172705	-0.34	0.0086	0.46
10585331	Exph5	Mm.277540	320051	NM_176846	-0.44	0.0087	0.46
10397332	Eif2b2	Mm.29041	217715	NM_145445	0.48	0.0087	0.46
10448803	Hn1l	Mm.371601	52009	NM_198937	0.73	0.0087	0.46
10475866	Bcl2l11	Mm.141083	12125	NM_009754	-0.37	0.0088	0.46
10408077	Hist1h2ak	Mm.370338	319169	NM_178183	1.04	0.0088	0.46
10371400	Cry1	Mm.26237	12952	NM_007771	-0.48	0.0088	0.46
10582180	Fam92b	Mm.334852	436062	NM_001033980	-0.48	0.0088	0.46
10569008	Cox8b	Mm.3841	12869	NM_007751	-0.58	0.0088	0.46
10385248	Hmmr	Mm.116997	15366	NM_013552	1.03	0.0088	0.46
10493626	1700094D03Rik	Mm.482512	73545	NM_028567	-0.58	0.0088	0.46
10490150	Zbp1	Mm.116687	58203	NM_001139519	0.76	0.0088	0.46
10533246	Oas1g	Mm.389688	23960	NM_011852	0.47	0.0088	0.46
10542028	Fgf23	Mm.347933	64654	NM_022657	1.41	0.0088	0.46
10403948	Hist1h2be	Mm.440391	319179	NM_001177653	0.71	0.0088	0.46
10419154	Ear1	Mm.86948	13586	NM_007894	1.07	0.0088	0.46
10510482	Clstn1	Mm.38993	65945	NM_023051	-0.38	0.0088	0.46
10422227	Spry2	Mm.489870	24064	NM_011897	-0.47	0.0088	0.46
10503695	Bach2	Mm.431426	12014	NM_001109661	-0.37	0.0089	0.46
10538408	2410066E13Rik	Mm.233860	68235	NM_026629	-0.55	0.0089	0.47
10533751	Pitpnm2	Mm.44261	19679	NM_011256	-0.37	0.009	0.47
10472300	Psmd14	Mm.218198	59029	NM_021526	0.36	0.009	0.47
10363735	Egr2	Mm.290421	13654	NM_010118	-0.42	0.009	0.47
10387155	Wdr16	Mm.441823	71860	NM_027963	-0.64	0.009	0.47
10477450	Bpifa2	Mm.29197	19194	NM_008953	-0.79	0.0091	0.47
10403978	Hist1h2br	Mm.471247	665622	NM_001110555	0.74	0.0091	0.47
10586118	Calml4	Mm.440576	75600	NM_001102468	-0.46	0.0093	0.47
10370931	Mknk2	Mm.42126	17347	NM_021462	-0.33	0.0093	0.47
10590888	Gm7520	NA	665154	XR_031035	0.35	0.0093	0.47
10473160	Ssfa2	Mm.272881	70599	NM_080558	-0.36	0.0093	0.47
10417544	Acox2	Mm.28700	93732	NM_001161667	-0.46	0.0093	0.47
10500999	1700027A23Rik	Mm.386825	100503311	NM_001200028	-0.4	0.0094	0.47
10466210	Ms4a6d	Mm.290390	68774	NM_026835	1.23	0.0094	0.47
10512254	1110017D15Rik	Mm.45614	73721	NM_001048005	-0.64	0.0094	0.47
10513008	Klf4	Mm.4325	16600	NM_010637	-0.41	0.0095	0.47
10408085	Hist1h2an	Mm.377877	319170	NM_178184	0.53	0.0095	0.47
10501555	Amy1	Mm.439727	11722	NM_001110505	-0.68	0.0095	0.47
10591978	Ntm	Mm.283138	235106	NM_172290	0.44	0.0096	0.47
10558673	Cyp2e1	Mm.21758	13106	NM_021282	-0.67	0.0096	0.47
10550698	Ckm	Mm.2375	12715	NM_007710	0.39	0.0096	0.47

10595753	Trpc1	Mm.149633	22063	NM_011643	-0.43	0.0096	0.47
10433492	Atf7ip2	Mm.108729	75329	NM_029253	-0.31	0.0096	0.47
10407159	Ankrd55	Mm.159895	77318	NM_001168403	0.43	0.0096	0.47
10426894	Mettl7a3	Mm.425943	668178	NM_001081471	-0.46	0.0097	0.47
10397166	Acot5	Mm.484019	217698	NM_145444	-0.35	0.0097	0.47
10466947	Ermp1	Mm.267131	226090	NM_001081213	-0.43	0.0097	0.47
10452709	Ndc80	Mm.225956	67052	NM_023294	0.57	0.0098	0.47
10447732	Pacrg	Mm.18889	69310	NM_027032	-0.34	0.0098	0.47
10542953	Tfpi2	Mm.25612	21789	NM_009364	1.06	0.0098	0.47
10428918	9930014A18Rik	Mm.230853	320469	NM_177166	-0.37	0.0098	0.47
10587880	Pcolce2	Mm.46016	76477	NM_029620	-0.57	0.0098	0.47
10488378	Thbd	Mm.24096	21824	NM_009378	-0.62	0.0098	0.47
10385583	Ltc4s	Mm.245151	17001	NM_008521	0.53	0.0098	0.47
10541555	Clec4a1	Mm.297275	269799	NM_199311	0.82	0.0098	0.47
10592201	Chek1	Mm.16753	12649	NM_007691	0.55	0.0098	0.47
10404026	Hist1h2af	Mm.377878	319173	NM_175661	0.52	0.0098	0.47
10404606	Ly86	Mm.2639	17084	NM_010745	0.85	0.0098	0.47
10365518	Nt5dc3	Mm.200446	103466	NM_175331	-0.46	0.0099	0.47
10498710	Bche	Mm.250719	12038	NM_009738	-0.61	0.0099	0.47
10397364	Mfsd7c	Mm.301076	217721	NM_145447	-0.52	0.0099	0.47
10588669	Rassf1	Mm.12091	56289	NM_001243748	-0.33	0.0099	0.47
10400504	Foxa1	Mm.4578	15375	NM_008259	-0.48	0.0099	0.47
10428912	Fam84b	Mm.230853	399603	NM_001162926	-0.37	0.0099	0.47
10399061	Esyt2	Mm.273755	52635	NM_028731	0.41	0.0099	0.47
10386005	Atp5f1	Mm.251152	11950	NM_009725	0.35	0.01	0.47

Supplementary Figures and Figure Legends

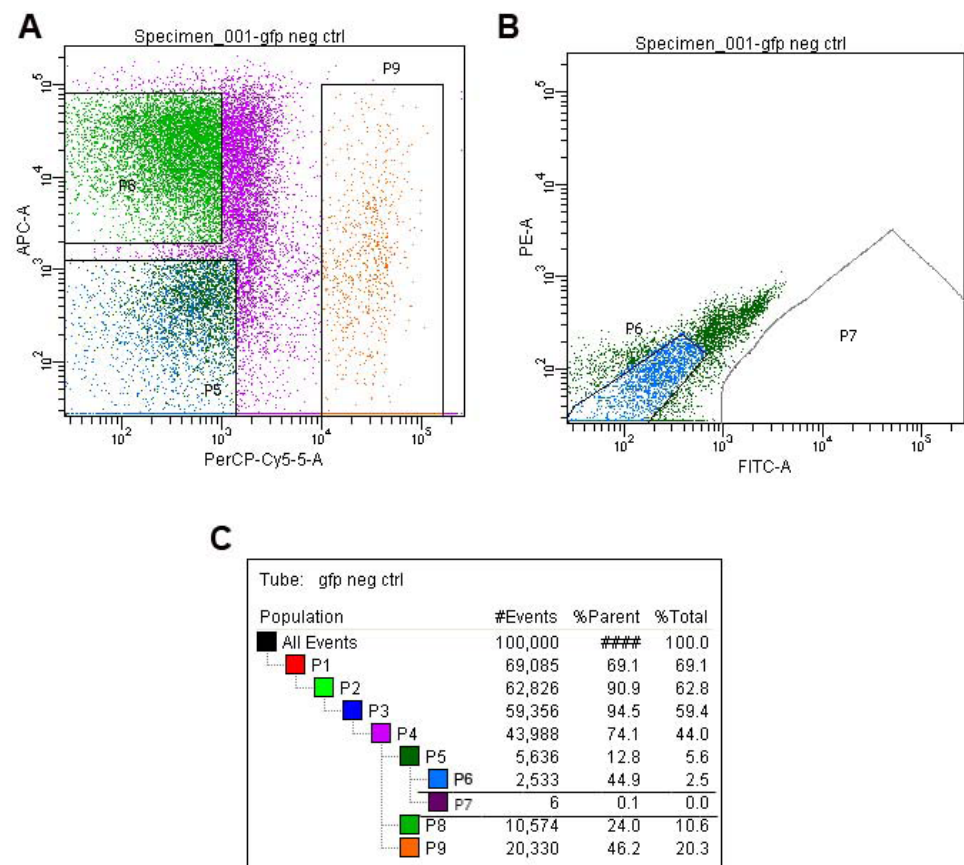

Figure S1. Sorting plot of dissociated lung cells from nontransgenic mice. Lungs from wild type mice were enzymatically dissociated prior to CD45 and CD31 staining. Cells were then sorted using the established sorting algorithm for smooth muscle cell isolation from α SMA-GFP;NG2-DsRed mice. **(A)** CD31⁺CD45⁺ population (P5) was further sorted for GFP⁺ and DsRed⁺ cells. Using the gating developed for smooth muscle sorting, no GFP⁺ or DsRed⁺ cells (in P7) were sorted from the lungs of non-transgenic mice, as shown in **(B)** and **(C)**.

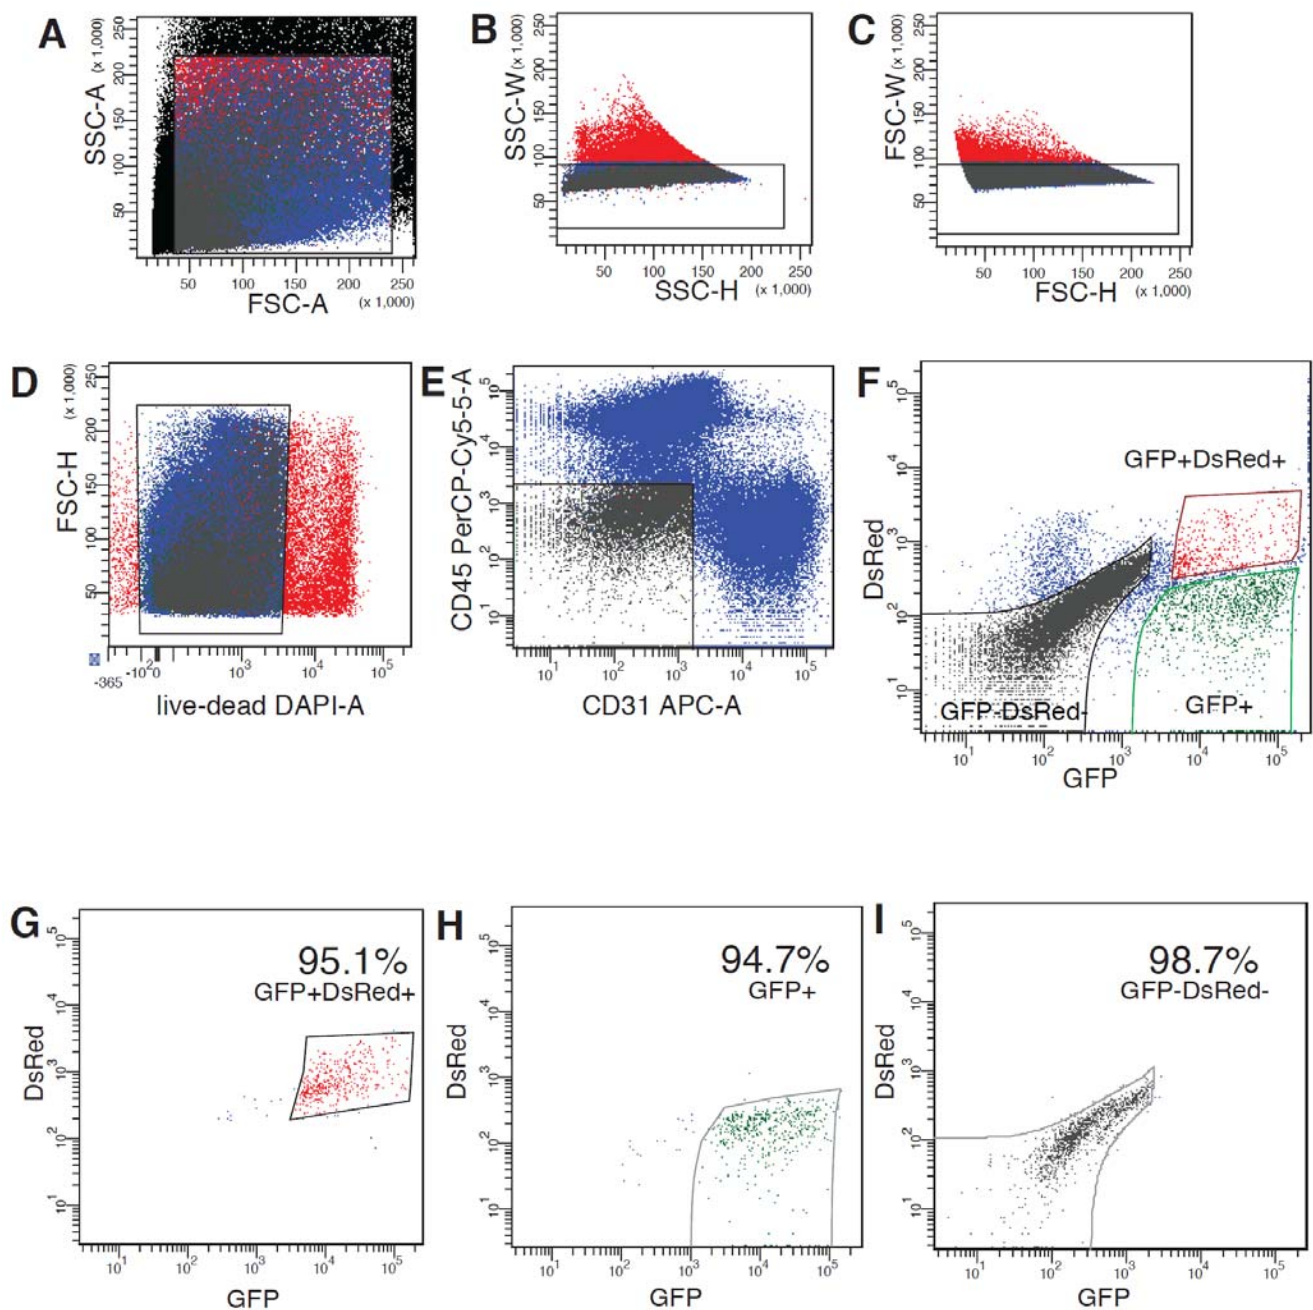

Figure S2. Post-sort purity tests for sorted $hrGFP^+$ and $hrGFP^+DsRed^+$ cells from the lungs of $\alpha SMA-hrGFP^+;NG2-DsRed^+$ mice. Cells were selected by size (A), doublet exclusion (B, C), and viability (D) followed by separation of CD45⁺ cells and CD31⁺ cells (E). The CD31⁻CD45⁻ population was then sorted into singly GFP⁺, doubly GFP⁺DsRed⁺, and GFP⁻DsRed⁻ populations (F). Post-sort purity tests show that approximately 95% cells express appropriate markers in each population (G, H, I).

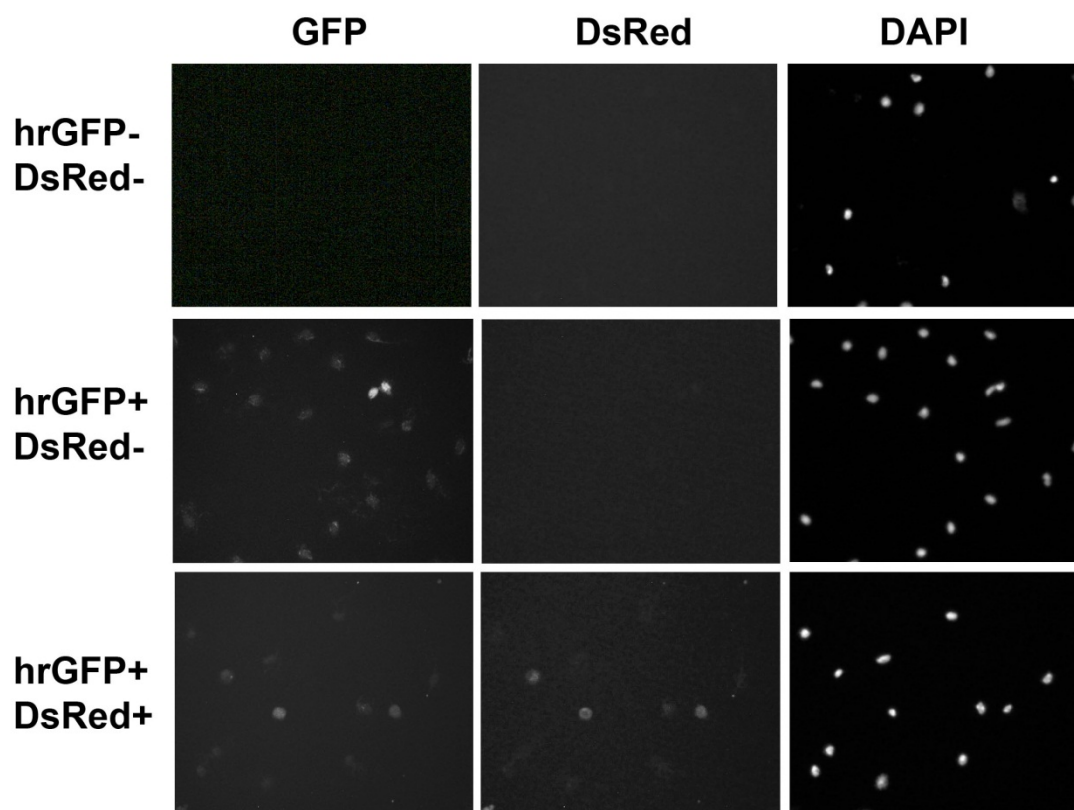

Figure S3. Examination of appropriate marker expression in sorted cell population. Sorted cells that were singly hrGFP⁺, hrGFP⁺DsRed⁺, and hrGFP⁻DsRed⁻ were collected on slides after cytopspin. Cells were fixed in 4% paraformaldehyde for 5 min before DAPI nuclei staining. Cells were then examined under a fluorescent microscope for their expression of GFP and DsRed. Cells in sorted hrGFP⁻DsRed⁻ population did not express GFP or DsRed. A large majority of cells in sorted singly hrGFP⁺ population expressed only GFP but not DsRed. In addition, most of cells in sorted hrGFP⁺DsRed⁺ population expressed both GFP and DsRed. These results confirmed the fidelity of our sorting algorithm.

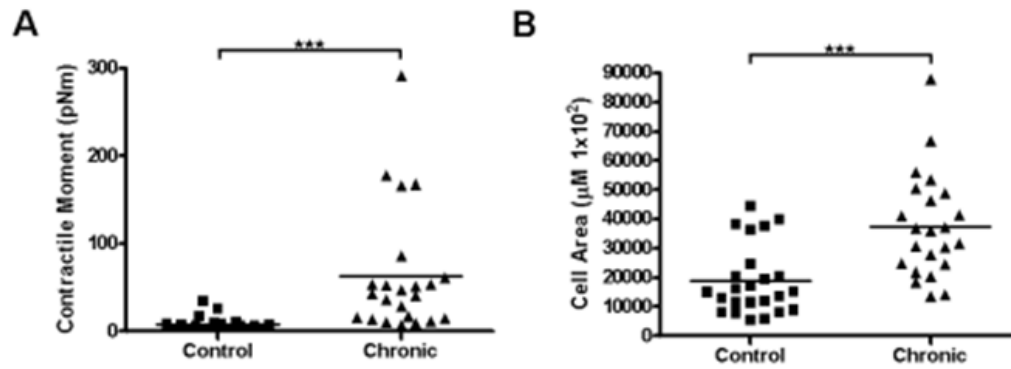

Figure S4. Characterization of physical properties of BSMCs from a mouse model of chronic asthma. (A) Contractile moment measurement of individual control BSMCs and BSMCs from a mouse model of chronic asthma. The line represents the mean of individual measurements of control BSMCs (●; n=20) and BSMCs from the chronic model (▲; n=23). (B) Measurement of cell size of control BSMCs (●) and BSMCs from the chronic model (▲; n=23) BSMCs. The line represents the mean of individual measurements. ***P<0.0001.

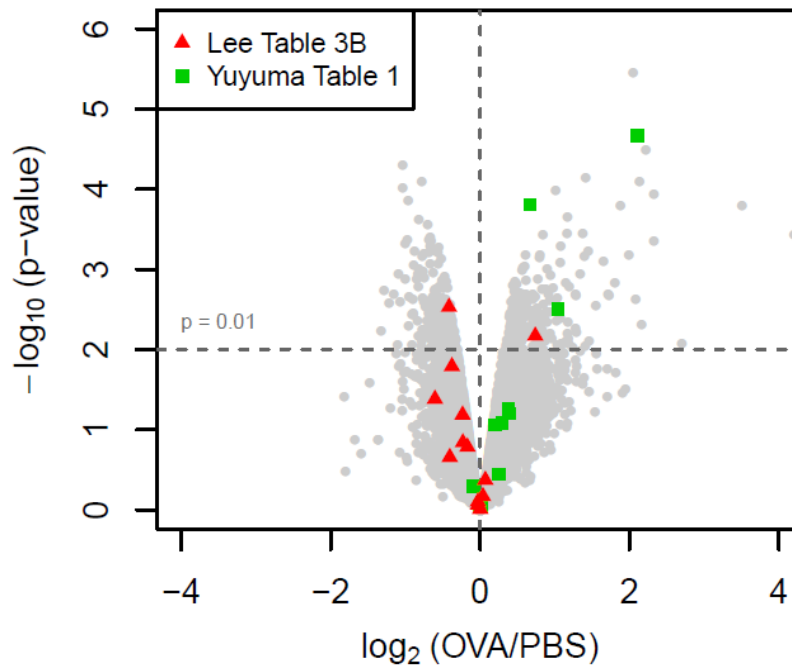

Figure S5. The concordance of our BSMCs array results with sets of genes identified as differentially expressed by previous asthma-related studies [1, 2], as assessed by the gene set analysis method ROAST [3]. The volcano plot displays $\log_2(\text{fold change in OVA vs. PBS})$ (LFC) against $-\log_{10} (\text{p-value from t-test})$ for each of the ~20,000 genes on the arrays. Mouse orthologs of genes from table 3B in Lee et al [1] (genes down-regulated by IL-13 in human airway epithelial cells) are shown as red triangles, and tend to be down-regulated ($\text{LFC} < 0$) in our BSMC arrays with OVA sensitized mice and saline control mice. Mouse orthologs of genes from table 1 of Yuyuma et al. [2] (genes induced by IL-4 and IL-13 in human bronchial epithelial cells) are shown as green squares, and tend to be up-regulated ($\text{LFC} > 0$) in our BSMC arrays. Genes above the dashed horizontal line have $p < 0.01$.

References

1. Lee JH, Kaminski N, Dolganov G, Grunig G, Koth L, et al. (2001) Interleukin-13 induces dramatically different transcriptional programs in three human airway cell types. *Am J Respir Cell Mol Biol* 25: 474-485.
2. Yuyama N, Davies DE, Akaiwa M, Matsui K, Hamasaki Y, et al. (2002) Analysis of novel disease-related genes in bronchial asthma. *Cytokine* 19: 287-296.
3. Wu D, Lim E, Vaillant F, Asselin-Labat ML, Visvader JE, et al. (2010) ROAST: rotation gene set tests for complex microarray experiments. *Bioinformatics* 26: 2176-2182.

How the deposited data were processed for this re-analysis (not part of the article)

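BSMC samples from OVA sensitized mice and from PBS sensitized control mice were measured on 6 whole-transcript arrays, 3 per group. The deposited values are log2 levels per gene-level probe set, background corrected, normalized and summarized by the authors with RMA for all 6 arrays together, with replicates kept apart. The submitters' notes name the affy package and the Methods name fitProbeLevelModel of the oligo package; their versions are not given in the sources used here, and neither is the genome build. Levels ran from 1.91 to 13.1. Values were used as deposited. Arrays have no read depth, and the number of arrays limits the precision.

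Probe sets carry Entrez identifiers, 1 probe set per gene. Of 21225 probe sets, 20239 had 1 gene symbol and were tested, 986 were not in the table that names the probe sets and were left out, and 0 had several symbols. Symbols in gene lists were updated through Entrez identifiers. Groups were taken from the sample titles and the paper. The paper excluded 1 OVA array without naming it, so log2 fold changes were computed for each pair of OVA arrays against the 3 PBS arrays and compared with Table S2, and the pair with the smallest median absolute difference, OVA 1 and OVA 3, was taken as the paper's set. This rule, the tests of genes and gene lists, the lists and the alternatives were fixed before the data were examined, except the gene by gene estimation of array weights and most tests of explanations in the closing section; the gene lists were written after reading the paper and its Table S2.

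Differences were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with the Benjamini-Hochberg FDR over all genes tested, and statmod 1.5.0 was loaded for the robust alternative. A gene was said to rise or fall at an FDR under 0.25, and counts at an unadjusted p under 0.01 are given beside it, as in the paper. Adjusted p-values of single genes are from limma. Log2 fold changes are OVA minus PBS, and their standard errors are those of limma. Gene lists were tested with limma's camera with the inter-gene correlation estimated, and the p-values adjusted over 39 lists with a threshold of 0.05; the preset correlation of 0.01 and fry were run beside it. No list passed with the estimated correlation, where the lowest adjusted p was 0.40, 1 list had an unadjusted p under 0.05 and 25 lists passed with the preset correlation; fry gave 0 lists and a lowest adjusted p of 0.18. The lists were ligand-gated ion channels, TGF-β receptor signaling, the PDGF and Rac1 pathways, nicotinic and muscarinic receptors, relaxant and constrictor receptors, genes induced by IL-4 and IL-13, extracellular matrix, contractile genes of smooth muscle, immediate early genes that tissue dissociation can induce, glucocorticoid response, circadian clock, cell cycle, interferon response and cholesterol synthesis genes, and markers of 22 cell types.

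Genes named in the text are those the paper names from its arrays or gates, the 10 largest rises and 10 largest falls among genes at an unadjusted p under 0.01 without overlap of the groups, up to 4 members of each list with the smallest p, and Chrm2, Chrm3, Chrna7, Rac1, Pdgfra, Tgfbr1, Tgfb1 and Nfil3. The values of Table 1 and Table S2 had been seen when this rule was written. Clca3a2 and Lrrc15 were added after their values were seen. Of the genes the paper names, 1 is not reported here.

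The alternatives were all 6 arrays without and with array weights, leaving out each array in turn, leaving out genes under the percentile 25 of median level, quantile normalization or median centring on top of the deposited values, an intensity trend with robust variance, the replicate number as a block, an ordinary t statistic and the preset correlation. The comparison was tested on simulated data: with 3 arrays against 2 it called 99 of 100 genes changed by 1 log2 unit and 206 unchanged genes at an unadjusted p under 0.01. The simulated noise was independent between genes and arrays, with limma's shrunken variance for each gene and no outlying array. The recovery therefore checks the code and does not give the power in the real data. The cutoff of the level ranges in the tests of marker lists used 10000 random lists matched on level. The MSigDB sets, the sets of earlier studies, the qPCR, staining, flow cytometry and traction data were not used here.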

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

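The tests of the OVA 2 array, of leukocyte RNA and of RNA mixed into the PBS 3 sample were chosen after the results they concern were seen, except the test of a single mixing fraction, whose value had not been seen, and the other splits of the arrays, which were planned.

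On the OVA 2 array, which the paper did not analyze, 9 of the 10 genes of Table 1 that are higher in OVA samples lie above every PBS array, and Retnlg does not. Of all 195 genes higher at an unadjusted p under 0.01, 90 do, and of all 20239 genes tested 9240. The genes of Table 1 were chosen on the same PBS arrays, so their share is not an independent test. Cholesterol synthesis genes, which the paper's text does not discuss, had a mean log2 fold change of 0.36 between OVA 1 and OVA 3 and the PBS arrays, with 17 of 17 genes higher (adjusted p = 0.40 from camera with an estimated correlation; none at an FDR under 0.25 from limma; 14 higher when adjusted over the list alone; 8 at an unadjusted p under 0.05), and 0.22 over all 6 arrays. The list was written after reading Table S2, so its direction is not independent evidence. Its mean level was 7.67 on OVA 2, against 7.66 to 7.85 on the PBS arrays. Markers of leukocytes in general and of macrophages and monocytes moved with it on OVA 1 and OVA 3, each with a mean log2 fold change of 0.65. Msmo1, a sterol oxidase, had a log2 fold change of 0.59 (standard error 0.125), and passed an FDR of 0.25 with array weights over all 6 arrays (adjusted p = 0.175).

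The OVA 2 array lies apart from the other 5. A compressed signal range of that array would move markers like other genes of their level. The lists of leukocytes in general, endothelium and alveolar epithelium lay under percentile 2.5 of random lists matched on level, with medians of -1.42, -1.39 and -0.88 relative to the other 5 arrays. These 3 were picked after the results were seen, so alone they are no support. Of all 21 lists of cell types other than smooth muscle, 11 lay under percentile 2.5, while others, such as goblet epithelium (at 47.9) and mesothelium (at 43.1), lay near the middle. Less RNA of every cell type other than smooth muscle would lower all of their markers, but 2 lists lay above the matching upper percentile, those of fibroblasts (at 99.8) and chondrocytes (at 97.9), while 11 of 21 lay under percentile 2.5 and smooth muscle itself lay at 0.74. The tables argue against either as the whole account. A different mix of cells in that sample, the technical issues that the paper names and a biological difference of that sample stay open, and were not tested.

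Leukocyte markers were higher on OVA 1 and OVA 3, so leukocyte RNA in these samples is a candidate source of the higher genes, although the sort removed CD45 positive cells. On OVA 2 markers of leukocytes in general lie below every PBS array (6.68 against 7.25 to 8.25). The higher genes should then not stand out there. Eosinophil markers, however, lie above each PBS array there (5.69 against 5.24 to 5.64), and those of macrophages, neutrophils, dendritic cells and lymphocytes above PBS 1. Genes of low level tend to lie higher on OVA 2. Relative to the other 5 arrays, eosinophil, neutrophil and dendritic cell markers lay at percentiles 4.04, 1.96 and 5.44 of random lists matched on level. Those of macrophages, T and NK lymphocytes, and B lymphocytes lay at 0, 0 and 0.6. These 5 arrays include OVA 1 and OVA 3, so levels against the PBS arrays alone were not matched. Whether the test reaches these types is therefore not settled. Of the genes higher at an unadjusted p under 0.01 without a given PBS array, 13% exceeded the 95th percentile of genes of their level on OVA 2 minus PBS 1, 12.4% with PBS 2 and 6.29% with PBS 3, where 5% would by chance. The share with PBS 3 would be low whatever the source, since that array lies toward the OVA arrays (below), and the others lie between the bounds set for the test, so leukocyte RNA as the source of all the rises cannot be told apart from changes in the BSMCs, for which OVA sensitization stays open as a biological explanation.

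The PBS 3 array lies toward the OVA arrays, and its correlation with OVA 1 across genes, 0.9945, is the highest of all pairs. RNA of an OVA sample mixed into the PBS 3 sample and a response of control mice to the OVA challenge, which both groups received, cannot be told apart: of 105 genes higher by over 1 log2 unit in OVA 1 and OVA 3 than in PBS 1 and PBS 2, 3.81% were lower on PBS 3 than the mean of those PBS arrays, against 57.7% and 23.2% in the same test of PBS 1 and PBS 2, but any cause of the position of PBS 3 would give a low share. With a single mixing fraction, 45.2%, 6.67% of the 105 genes lay over 1 log2 unit from the level it gives, between the bounds set for the test, so one fraction cannot be told apart from several. The amount of leukocyte RNA in general does not set PBS 3 apart from PBS 2, as their markers differed by -0.04 (SD 0.19 over 15 markers). These markers lay at 8.20 on PBS 3, 8.25 on PBS 2 and 7.25 on PBS 1, so both PBS 2 and PBS 3 could hold leukocyte RNA. Eosinophil markers were highest of the PBS arrays on PBS 3 (5.64 against 5.24 and 5.35), so RNA of single leukocyte types was not tested and stays open. Mixed RNA and the response of control mice, which was not tested, also stay open.

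Splits of the arrays into groups of 3 and 2 number 10, too few for a share under 0.05. The real split gave 398 genes at an unadjusted p under 0.01 and the highest other 545, with PBS 3, OVA 1 and OVA 3 against PBS 1 and PBS 2, which points to a structure of the samples, and 2 of 10 gave as many as the real one. At an FDR under 0.25 the real split gave 8 genes and that other split 103. For the 10 splits of 6 arrays into 3 and 3, also too few, the real one gave 174, the highest other 204, with PBS 1, PBS 2 and OVA 2 together, and 2 of 10 gave as many as the real one.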

How the results depend on the processing

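All alternatives were planned, except that array weights were estimated gene by gene after the default estimation had not converged, where it gave 2583 genes at p under 0.01 and 7459 genes at FDR under 0.25. The gene by gene weights were 0.0852 for OVA 2 and 1.05 to 3.3 for the other arrays, so that fit nearly leaves OVA 2 out. The numbers of genes moved most. With all 6 arrays, 174 genes at p under 0.01 and 1 gene at FDR under 0.25 were found, with array weights 743 and 563, without dim genes 322 and 1, and with an ordinary t statistic 244 and 1. The genes at FDR under 0.25 were 14 with median centring, 10 with quantile normalization, 8 with trend and robust variance and 38 with the replicate number as a block. That block joins samples that share only a number: the correlations of arrays with the same number, after removal of the group means, were -0.107, -0.0363 and 0.0148, and 1 of 6 arrays correlated best with its own number. With OVA 2 left out PBS 2 has no partner, so the block rests on PBS 1 with OVA 1 and PBS 3 with OVA 3, and its calls are weak support. Leaving out 1 array in turn gave 109 to 575 genes at p under 0.01, and 0 to 68 genes at FDR under 0.25. The lowest were without OVA 3, and without PBS 2 or OVA 3, and the highest without PBS 3. Without OVA 1 or OVA 3, 1 OVA array remains and the spread comes from the PBS arrays alone, with the lone array assumed to vary like them. The nicotinic acetylcholine receptors turned to 0.15 with all 6 arrays and to 0.02 without dim genes, and lay between -0.04 and 0.02 when 1 array was left out; the PDGF pathway then lay between -0.03 and 0.01. With the preset correlation 25 gene list tests passed, among them ligand-gated ion channels (-0.18), TGF-beta receptor signaling (-0.15), constrictor receptors (0.20), IL-4 and IL-13 induced genes (0.89) and smooth muscle contractile genes (0.40), whose values it leaves as they were. Of single genes, Ptprc turned to -0.05 and Tgfb1 to -0.13 with all 6 arrays and Cspg4 to -0.04 with the block, and without 1 array Cspg4 lay between -0.09 and 0.37, Notch3 between -0.35 and 0.11 and Tgfb1 between -0.06 and 0.24. Of all values of single genes under the alternatives, 736 kept direction and call, 70 gained a call, 54 lost it and 7 reversed. The cause was not tested, apart from the smaller numbers of arrays or genes. The choice of the probe set with the highest mean could not be run, as the values hold 1 probe set per gene. Signal over background was not in the values used here.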

Differences from the paper's values

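At an FDR under 0.25 the paper gives 14 genes, 10 up-regulated and 4 down-regulated, and 8 were found here, 6 higher and 2 lower. Counts were taken as agreeing where the larger was at most 1.5 times the smaller. By this measure the total falls within the paper's with quantile normalization (10) and median centring (14), and not with all 6 arrays, array weights, each array left out in turn, no dim genes, trend and robust variance, the replicate block or an ordinary t statistic. The number higher does so with quantile normalization (8) and median centring (9), and with no other alternative, and the number lower with median centring (5) and trend and robust variance (3), and with no other. The genes of Table 1 that did not pass here pass under some settings. All of them pass with array weights; Cyp2f2, Gabrb1, Slc26a4, Cysltr1 and Tdo2 with median centring; Slc26a4 and Tdo2 with quantile normalization; Gabrb1, Slc26a4 and Tdo2 without PBS 3; Tdo2 without PBS 1; Gabrb1 with trend and robust variance; and Gabrb1, Retnlg and Tdo2 with the replicate block. These alternatives were set before the data were examined, except the gene by gene estimation of the array weights, chosen after seeing the values, which drops 0 of the genes of Table 1.

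For Fbp1 the paper's log2 fold change is 2.22 and the value here 2.49. Log2 fold changes were taken as differing where they lay further apart than the standard error of the value here, 0.226 for Fbp1. By this measure it falls within the paper's with all 6 arrays (1.87, further from the paper's than 2.49 but with a standard error of 0.504), array weights (2.27), without PBS 1 (2.47), without PBS 2 (2.41), without OVA 3 (2.12) and with an ordinary t statistic, whose larger error covers 2.49, and not without PBS 3, without OVA 1, with quantile normalization, median centring, trend and robust variance or the replicate block. For Col6a5 the paper's log2 fold change is 3.50 and the value here 2.79, and it differed under every alternative run, from 2.51 without PBS 1 to 3.05 without PBS 3. For Clca3a2 the log2 fold change in the paper's Table S2, where it is named Clca2, is 1.37 and the value here 1.01 (standard error 0.102), and it differed under every alternative run, from 0.75 with all 6 arrays to 1.08 without PBS 3.

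The paper lists the PDGF pathway among up-regulated sets, and the list used here, which is not that set, had a mean log2 fold change of -0.01, with Src at 0.40 and Pdgfc at 0.53. The paper reports the Rac1 pathway as up-regulated, and the list used here, which is not that set, had a mean of 0.04 and did not pass. The paper's p is not adjusted over sets, and the threshold here is. Before adjustment, camera with an estimated correlation gave p = 0.22 for this list, direction up. Cyp2e1 is in Table S2, which holds genes at p under 0.01, and lies just above that cutoff here (log2 fold change -0.66 here, -0.67 in the paper's Table S2); it passes that cutoff with array weights and without PBS 3. Of the genes that the paper names from its arrays and that are reported here, Cyp2e1 included, none went against the direction it states.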

Other observations

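The gene lists of this section, that of cell cycle genes included, were written after reading Table S2, which comes from the same arrays and names several of their members. Their direction and counts are therefore not independent evidence. Of all 20239 genes tested, 1885 had an unadjusted p under 0.05 in the paper's 5 arrays. Genes of the immediate early response, which tissue dissociation can also induce, were lower on OVA 1 and OVA 3 than on the PBS arrays in 28 of 29 cases, with a mean log2 fold change of -0.35 (adjusted p = 0.40 from camera with an estimated correlation, 2e-13 with the preset correlation). None passed an FDR of 0.25 (25 lower when adjusted over the list alone; 18 at an unadjusted p under 0.05). Ier3, an early response gene, had a log2 fold change of -0.47 (standard error 0.0985), and Socs3, a feedback inhibitor of cytokine signaling, -0.48 (standard error 0.11). All 17 glucocorticoid response genes were lower, with a mean of -0.35 (adjusted p = 0.40; none at an FDR under 0.25; 13 lower when adjusted over the list alone; 7 at an unadjusted p under 0.05), and Sgk1, a kinase induced by glucocorticoids, had -0.46 (standard error 0.106). The 17 circadian clock genes had a mean of -0.24 (adjusted p = 0.40; none at an FDR under 0.25; 7 lower when adjusted over the list alone; 4 at an unadjusted p under 0.05), and Per2, a repressor of the clock, -0.51 (standard error 0.124). Over all 6 arrays the means of these groups were -0.41, -0.38 and -0.35. On OVA 2 alone, against the PBS arrays, they were -0.52, -0.44 and -0.56. These lists stood at 8.88 to 10.39 on the PBS arrays, and genes of high level tend to lie lower on OVA 2. The lists were not set against genes of their level there, so OVA 2 is not read as support. Of 30 interferon response genes 27 were higher, with a mean of 0.33 (adjusted p = 0.40; none at an FDR under 0.25; 18 higher and 2 lower when adjusted over the list alone; 13 at an unadjusted p under 0.05), and 0.20 over all 6 arrays; Mx1, an antiviral GTPase, had 0.87 (standard error 0.136). Markers of leukocytes in general, of macrophages and monocytes and of dendritic cells moved with the interferon response genes, with mean log2 fold changes of 0.65, 0.65 and 0.56 (adjusted p = 0.40 for each), and the mean level of the interferon list was 7.85 on OVA 2, against 7.83 to 8.04 on the PBS arrays.

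Cell cycle genes had a mean log2 fold change of 0.77 between OVA 1 and OVA 3 and the PBS arrays, with 28 of 28 measured genes higher (adjusted p = 0.40 from camera with an estimated correlation). None passed an FDR of 0.25 (limma; 28 higher when adjusted over the list alone; 21 at an unadjusted p under 0.05), among them Ncaph and Smc4, subunits of condensin, with 0.85 (standard error 0.203) and 0.46 (standard error 0.103). The mean levels of the list were 5.80, 5.85 and 6.58 on the PBS arrays, 6.65 and 7.04 on OVA 1 and OVA 3 and 6.38 on OVA 2, and the mean log2 fold change over all 6 arrays was 0.61. Genes of low level tend to lie higher on OVA 2, and this list was not set against genes of its level there. Its value on OVA 2 is therefore not read as a rise. The markers of leukocytes in general had a mean log2 fold change of 0.65 between OVA 1 and OVA 3 and the PBS arrays (adjusted p = 0.40 from camera), and of 0.03 over all 6 arrays. The paper lists a set of spindle microtubule genes as up-regulated. Ncaph, Smc4, Ier3, Socs3, Sgk1, Per2 and Mx1 passed an FDR of 0.25 with array weights over all 6 arrays (adjusted p from 0.11 for Mx1 to 0.22 for Per2), and Mx1 also without PBS 3 (adjusted p = 0.246).

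Of the marker lists not described so far, those of B lymphocytes and plasma cells, dendritic cells, and T and NK lymphocytes had mean log2 fold changes of 0.55, 0.56 and 0.35 (adjusted p = 0.43, 0.40 and 0.40), and that of smooth muscle 0.63 (adjusted p = 0.45). Those of vascular smooth muscle and pericytes, goblet epithelium, and Schwann cells and neurons had means of 0.17, 0.16 and 0.16 (adjusted p = 0.73, 0.67 and 0.99). Those of alveolar epithelium, basal epithelium, mast cells and basophils, and chondrocytes had means of 0.00, -0.10, -0.13 and -0.07 (adjusted p = 0.98, 0.73, 0.40 and 0.63), and those of mesothelium and erythroid cells -0.34 and -0.93 (adjusted p = 0.52 and 0.51). The groups did not overlap for 28.7% of the genes tested, where 20% would be expected by chance for 3 arrays against 2.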
